# High-Throughput mRNA Sequencing Reveals Potential Therapeutic Targets of Febuxostat in Secondary Injury After Intracerebral Hemorrhage

**DOI:** 10.3389/fphar.2022.833805

**Published:** 2022-06-23

**Authors:** Xueyan Wang, Chenyu Zhang, Yuwen Li, Ting Xu, Jin Xiang, Yang Bai, Ying Zhang, Qi Wang, Tiejun Zhang, Linchuan Liao

**Keywords:** febuxostat, intracerebral hemorrhage, neuroprotection, high-throughput mRNA sequencing, Wisp1

## Abstract

Febuxostat is a urate-lowering medication for the treatment of patients with gout. This study was performed to elucidate the effects and underlying mechanisms of febuxostat on neuronal injury induced by intracerebral hemorrhage (ICH) in mice. The results showed that the administration of febuxostat improved neurological severity scores and blood–brain barrier (BBB) permeability. Moreover, febuxostat attenuated neuronal cell death and cytokine levels compared with the ICH group. Next, we conducted a transcriptome analysis of the neuroprotective effects of febuxostat. The overlapping significant differentially expressed genes (DEGs) were identified. Gene ontology (GO) analysis revealed that the overlapping significant DEGs were most enriched in five items. The intersecting DEGs of the aforementioned five pathways were Wisp1, Wnt7b, Frzb, and Pitx2. In addition, GO terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways revealed that DEGs were mainly involved in the wnt signaling pathway. Furthermore, the expression of Wisp1 and Wnt7b in the perihematomal region at 72 h post-ICH was observed. The results showed that both Wisp1 and Wnt7b were increased in the ICH group and were decreased by the administration of febuxostat. Taken together, the study showed that febuxostat protected against secondary brain injury after ICH and the Wnt7b-Wisp1 pathway was closely related to neuroprotective effects.

## 1 Introduction

Febuxostat is an orally administered, nonpurine-selective xanthine oxidase inhibitor approved by the Food and Drug Administration (FDA) in 2009 for the management of hyperuricemia in patients with gout (Hair et al., 2008; Kamel et al., 2017; Robinson and Dalbeth, 2018). In addition to the treatment of gout, febuxostat played roles in preventing the progression of periodontitis (Nessa et al., 2021), preventing the cytotoxicity of propofol in brain endothelial cells (Hao et al., 2021), attenuating testosterone-induced benign prostatic hyperplasia (Abdel-Aziz et al., 2020), ameliorating methotrexate-induced lung damage (Zaki et al., 2021), and mitigating concanavalin A-induced acute liver injury (Maresh et al., 2020) in animal experiments. Moreover, febuxostat suppressed renal ischemia-reperfusion injury by modulating oxidative stress and promoting the resynthesis of adenine nucleotides (Tsuda et al., 2012; Fujii et al., 2019). Febuxostat also improved cardiac ischemia-reperfusion injury and inhibited inflammation in response to acid-induced acute lung injury and acetaminophen liver injury (Kataoka et al., 2015; Wang et al., 2015; Fujii et al., 2019).

Intracerebral hemorrhage (ICH) is the second most common subtype of stroke after ischemic stroke, comprising 10%–15% of all strokes, and is associated with greater morbidity and mortality than ischemic strokes (Ikram et al., 2012; An et al., 2017; Ziai and Carhuapoma, 2018; Garg and Biller, 2019). ICH induces brain damage due to an initial pathological disruption from mechanical compression caused by hematoma, and subsequently, brain hernia and brain edema cause secondary brain injury, which is related to inflammation, oxidative stress, cytotoxicity of erythrocyte lysates, and neurotoxicity of thrombin (Wu et al., 2016; An et al., 2017; Shao et al., 2019). Global transcriptome profiling using RNA sequencing in the peripheral blood of patients at 72 h after ICH revealed DEGs that were highly expressed, including those related to inflammation and activation of the immune response (Walsh et al., 2019). Preventing secondary ICH injury using antithrombotics and statins in patients has been a major treatment target and research topic in recent years. Regrettably, the role of the aforementioned drug therapy in ICH survivors remains controversial and the clinical outcome remains unsatisfactory (Hostettler et al., 2019). This study was performed to elucidate the effects and underlying mechanisms of febuxostat on neuronal injury induced by intracerebral hemorrhage (ICH) in mice.

## 2 Materials and Methods

### 2.1 Animals

The animal protocol was approved by the Committee on the Ethics of Animal Experiments of West China Hospital of Sichuan University (Approval protocol number: 20211480A). Male C57BL/6 mice (weight 20–25 g) were obtained from Chengdu DOSSY Experimental Animals Co. Ltd. (Sichuan, China). Animals were housed under controlled laboratory conditions (12 h light/dark cycle, controlled temperature and humidity, free access to standard food and water, and minimum-range environmental noise). All efforts were made to minimize any potential suffering and the number of animals used. All experimental procedures and outcome assessments were performed in a blinded manner.

### 2.2 Drugs and Reagents

Febuxostat was purchased from Tejin Pharma Limited (Tokyo, Japan, 20 mg, Lot. No. 6474) and suspended in ultrapure water. Chloral hydrate was purchased from West China Hospital of Sichuan University (Sichuan, China). The TRIzol reagent and Wisp1 polyclonal antibody were obtained from Invitrogen; Thermo Fisher Scientific, Inc. (Waltham, MA, United States). The Wnt7a/b antibody was obtained from Santa Cruz Biotechnology (Santa Cruz, CA).

### 2.3 Intracerebral Hemorrhage Model and Experimental Design

The mice were anesthetized intraperitoneally with chloral hydrate (Zhao et al., 2017; Wang et al., 2018). The mice were positioned in a mouse stereotaxic frame and 30 μl of autologous whole blood was injected at a rate of 2 μl/min with a micro-infusion pump. The injection coordinates were 0.3 mm anterior and 2.2 mm lateral from the bregma at the skull surface at a depth of 3.3 mm. The needle was left in place for 10 min and then slowly pulled out. C57BL/6 mice (20–25 g) were randomly assigned to the following three groups: 1) sham treatment group (sham, injected with saline), 2) intracerebral hemorrhage model group (ICH, injected with autologous blood), and 3) febuxostat group (feb) in which the mice were treated with febuxostat suspension (50 mg/kg) once daily for 5 consecutive days by gavage before intracerebral hemorrhage modeling.

### 2.4 Behavior Tests

The behavior tests included the modified neurological severity score, the wire hanging test, the beam walking test, and the forelimb placing test, which were described previously (Chen et al., 2001; Seyfried et al., 2009; Luong et al., 2011; Matsushita et al., 2011; Krafft et al., 2014; Xu et al., 2017; Wei et al., 2021). Before the behavior tests, all animals underwent behavior training for 3 days, and abnormal animals were excluded. All behavior tests were performed and evaluated by two trained investigators who were blinded to the animal groupings.

### 2.5 Modified Neurological Severity Score

The modified neurological severity score (mNSS) was used, which consisted of motor tests, sensory tests, beam balance tests, reflex absence, and abnormal movements. The neurological deficits of the mice 24 h after ICH were evaluated. The higher the score, the greater the degree of neurological injury (normal score = 0; maximal deficit score = 18) will be.

### 2.6 Wire Hanging Test

The wire hanging apparatus was a stainless steel wire (50 cm length, 2 mm diameter) resting on two vertical supports and elevated 40 cm above a flat surface. The mice were placed on the middle of the wire with the two forepaws and were observed for 30 s in three trials. The mice were scored according to the following criteria: 0, fell off; 1, hung onto the wire with two forepaws; 2, hung onto the wire with added attempts to climb onto the wire; 3, hung onto the wire with two forepaws and one or both hind paws; 4, hung onto the wire with all four paws and with the tail wrapped around the wire; and 5, escaped to one of the supports.

### 2.7 Beam Walking

The test was performed to evaluate fine motor coordination and function by measuring the ability of the animals to traverse an elevated narrow beam. The mouse was placed on a beam (1.2 m long, 1.0 cm wide, and 40 cm high). The time for the mouse to traverse the beam (not to exceed 60 s) and the hindlimb performance as it crossed the beam (based on the 1 to 7 rating scale) were recorded according to the following criteria: 0, could not balance on the beam (<5 s); 1, remained on the beam for >5 s but could not cross the beam; 2, could balance on the beam but could not traverse it; 3, traversed the beam with the affected limb extended and did not reach the surface of the beam or made a turn on the beam; 4, traversed the beam with 100% foot slips; 5, traversed the beam with >50% but <100% foot slips; 6, traversed the beam with <50% foot slips; and 7, traversed the beam with two or fewer foot slips.

### 2.8 Forelimb Placing Test

The ability of the mouse to respond to a vibrissae-elicited excitation by the forward movement of its forelimb was evaluated with the forelimb placing test. The mouse was held by the trunk in parallel to a tabletop and then moved slowly and vertically until the vibrissae on one side touched the table surface. Refractory placements of the impaired (left) forelimb were evaluated, and a score was calculated as the number of successful forelimb placements out of 10 consecutive trials. Forward movements of the ipsilateral paw were recorded out of 10 repeated trials.

### 2.9 Histopathology Analysis

#### 2.9.1 Brain Section

The mice were anesthetized with inhaled isoflurane. After the brain was perfused for 5 min through the left cardiac ventricle with 0.9% NaCl injection (0.9%, Chengdu Qingshan Li Kang Pharmaceutical Co. Ltd., Sichuan, China) until the effluent from the right atrium was clear, the brains were removed, postfixed in 4% paraformaldehyde overnight, and then sectioned coronally (10 μm) over the entire region of injury.

### 2.10 Fluoro-Jade B Staining

The brain sections were placed in a 0.06% potassium permanganate solution and subsequently incubated with 0.001% FJB solution. Finally, the brain sections were observed under a fluorescence microscope (Nikon, Japan).

### 2.11 Terminal Deoxynucleotidyl Transferase dUTP Nick End Labeling Staining

According to the manufacturer’s instructions (TUNEL assay kit, Servicebio, China), TUNEL staining was performed to detect cellular apoptosis in the brain tissues around the hematoma from all of the groups. The TUNEL-positive cells in the brain tissues around the hematoma were observed and analyzed by ortho-fluorescence microscopy (Nikon, Japan).

### 2.12 Cytokine ELISA Assay

At 72 h after ICH, supernatant samples from the perihematomal brain tissue homogenate were obtained. IL-1β, IL-6, and IL-18 levels in brain tissues were determined by using ELISA kits (Abcam, United States) according to the protocols provided by the manufacturers.

### 2.13 Evaluation of BBB Permeability

To evaluate BBB permeability, 4% Evans blue (EB) (Solarbio, China) was injected intraperitoneally at 72 h post-ICH induction and circulated *in vivo* for 4 h. Then, the mice were transcardially perfused with saline. Subsequently, the brains were removed and fixed with paraformaldehyde. In addition, for the identification of vascular structures within the hematoma region, immunofluorescence was performed for the endothelial cell marker CD31. The brains were paraffin-embedded and cut into 4 mm thick sections for co-immunofluorescence of EB and CD31.

### 2.14 RNA Extraction, Library Preparation, and Sequencing

Total RNA was extracted from brain tissue using the TRIzol reagent (Invitrogen) according to the methods of Chomczynski et al. (DOI:10.1006/abio.1987.9999). DNA digestion was carried out after RNA extraction by using DNaseI. To prepare the library for RNA-seq, a Ribo-off rRNA Depletion Kit (Catalog NO. MRZG12324, Illumina) and KC-DigitalTM Stranded mRNA Library Prep Kit for Illumina^®^ (Catalog NO. DR08502, Wuhan Seqhealth Co., Ltd. China) were used according to the manufacturer’s instructions. The kit eliminates duplication bias in the PCR and sequencing steps by using a unique molecular identifier (UMI) of eight random bases to label the preamplified cDNA molecules. The library products corresponding to 200–500 bps were enriched, quantified, and finally sequenced on a NovaSeq 6000 sequencer (Illumina) with the PE150 model.

### 2.15 RNA Seq Data and Bioinformatics Analysis

Raw sequencing data were first filtered by Trimmomatic (version 0.36), low-quality reads were discarded, and the reads contaminated with adapter sequences were trimmed. Clean reads were first clustered according to the UMI sequences, in which reads with the same UMI sequence were grouped into the same cluster. Reads in the same cluster were compared to each other by pairwise alignment, and then reads with a sequence identity of more than 95% were extracted to a new subcluster. After all subclusters were generated, multiple sequence alignment was performed to obtain one consensus sequence for each subcluster. RNA-seq reads were aligned to the Ensembl mouse genome built GRCm38 using STRA software (version 2.5.3a) with default parameters. Reads mapped to the exon regions of each gene were counted by feature counts (Subread-1.5.1; Bioconductor), and RPKM was calculated. Genes differentially expressed between groups were identified using the edgeR package (version 3.12.1). Significant differentially expressed genes were identified as such if the fold change was larger than 2.0 and the *p-*value was <0.05. Enriched Gene Ontology (GO) for annotated differentially expressed genes and enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were performed by KOBAS software (version: 2.1.1) with a *p-*value cutoff of 0.05 to judge statistically significant enrichment.

### 2.16 Protein–Protein Interaction Network Construction

STRING 11.0 (https://www.string-db.org/) was used to explore protein–protein interaction (PPI) networks and functional relations in differentially expressed proteins (DEPs) based on interactions with combined scores ≥0.15. Cytoscape (version 3.7.2) was used to visualize the network.

### 2.17 Immunohistochemical Staining

The paraffin-embedded sections were deparaffinized, rehydrated, and subjected to antigen retrieval, followed by treatment with 3% hydrogen peroxide to block endogenous peroxidase activity. After serum sealing, the sections were incubated with anti-Wisp1 (1:100) or anti-Wnt7a/b (1:200) overnight at 4°C and then covered with a secondary antibody from the corresponding species of the primary antibody and incubated at room temperature for 50 min. Then, the sections were treated with chromogenic DAB, counterstained with hematoxylin stain solution, dehydrated, and mounted. The sections were observed under a microscope.

### 2.18 Immunofluorescence Staining

To assess the protein expression of Wisp1 or Wnt7b, immunofluorescence labeling was performed by incubating sections with anti-Wisp1 (1:100) or anti-Wnt7a/b (1:200) overnight at 4°C. The sections were washed, followed by incubation with FITC-labeled IgG (Servicebio, Hubei, China). DAPI was used to stain the nucleus. The sections were observed under a fluorescence microscope.

### 2.19 Statistical Analysis

Statistical analysis was performed using GraphPad Prism software (version 9.10). Comparisons between the groups were carried out using the *t*-test or analysis of variance. *P-*values < 0.05 were considered to be statistically significant.

## 3 Results

### 3.1 Febuxostat Improved Neurological Dysfunction After ICH

An ICH model with autologous blood was constructed, and a schematic representation of the coronal brain sections is shown in Figure 1A. The mNSS was used to assess neurological deficits. The wire hanging test, beam walking test, and forelimb placing test were performed to evaluate motor and coordination functions. ICH-induced neurological deficits were significantly alleviated by the administration of febuxostat (Figure 1B). In addition, febuxostat increased the latency to fall in the wire hanging test and beam walking test and improved forelimb placing behavior compared with the ICH group. Thus, febuxostat treatment improved locomotor abnormalities and sensorimotor deficits after ICH (Figures 1C–E).

**FIGURE 1:**
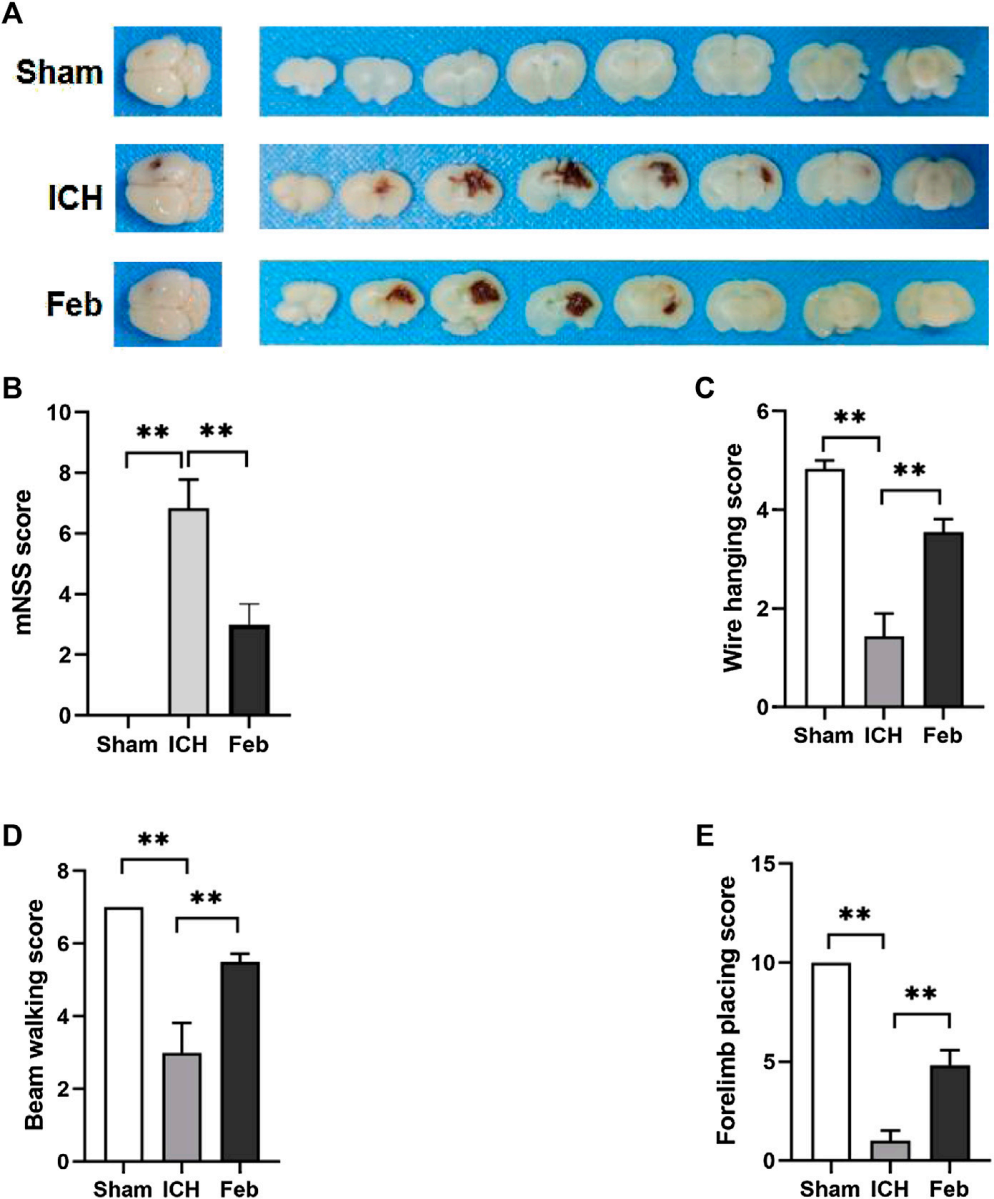
Febuxostat improved neurological dysfunction after ICH: **(A)** Representative images of coronal brain sections; **(B)** Modified neurological severity score. **(C)** Wire hanging test. **(D)** Beam walking test. **(E)** Forelimb placing test. Values are mean ± S.E.M; **p < 0.01 (*n* = 6 mice/group, two-way ANOVA).

### 3.2 Febuxostat Attenuated Neurodegeneration and Apoptosis After ICH

To evaluate neuronal degeneration and apoptosis in the perihematomal region at 72 h post-ICH, the brain sections were subjected to FJB staining (Figure 2A) and TUNEL staining (Figure 2B). The number of FJB-positive and TUNEL-positive cells was significantly increased after ICH but was remarkably decreased by febuxostat treatment, suggesting that febuxostat could alleviate brain injury after ICH.

**FIGURE 2:**
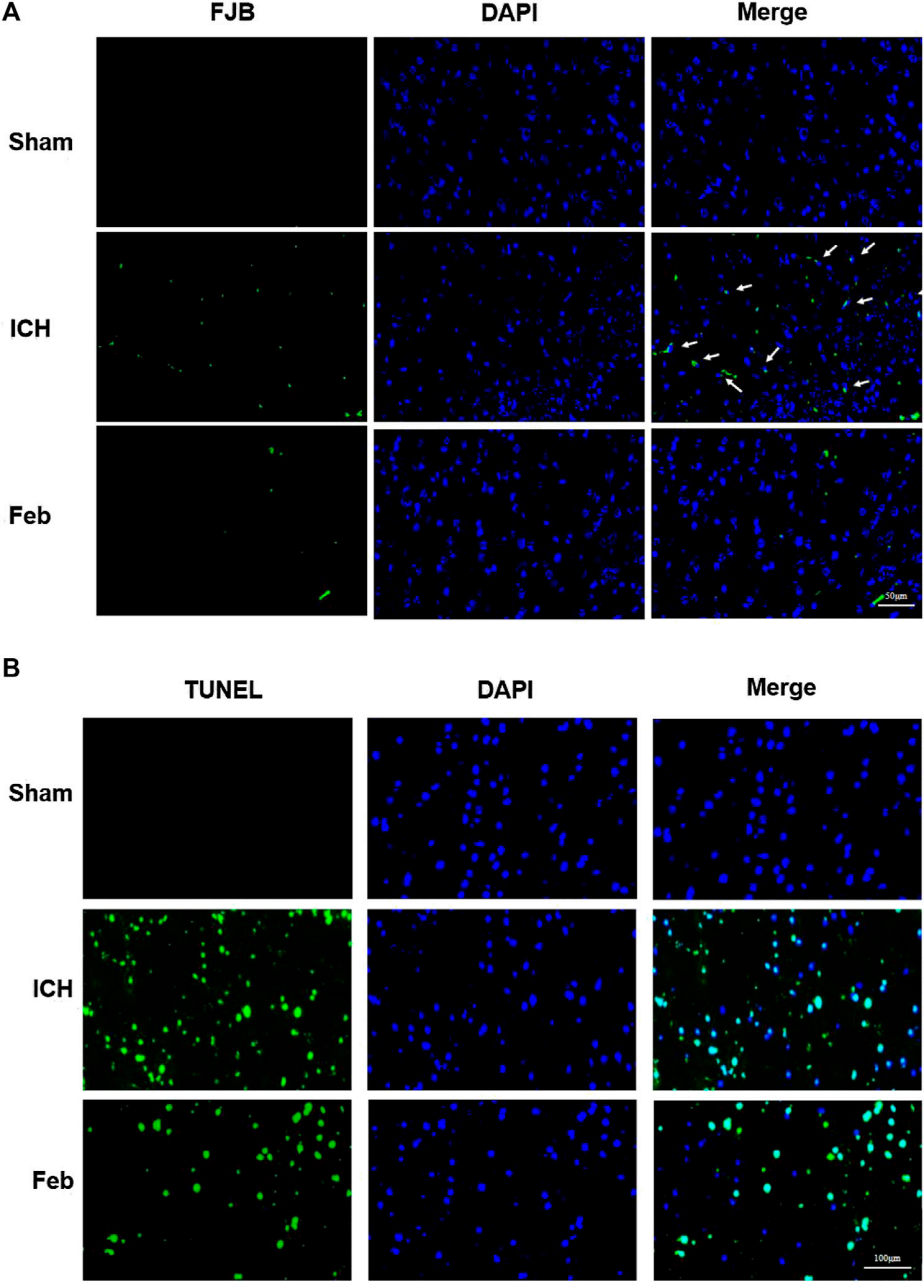
Febuxostat attenuated neurodegeneration after ICH: **(A)** Degenerating neurons in the brain sections were labeled with FJB stain. Neuronal degradation was stained green. White arrows indicate colocalization. The scale bar is 50 μm. **(B)** Apoptotic neurons in the brain sections were labeled with the TUNEL stain. TUNEL-positive cells are shown in green. The scale bar is 100 μm. Sections were stained with DAPI (blue) to show all nuclei.

### 3.3 Febuxostat Decreased the Expression of Proinflammatory Cytokines After ICH

The release of inflammatory cytokines after ICH was measured by an ELISA kit. As shown in Table 1, the levels of IL-1β, IL-6, and IL-18 in perihematomal tissue after ICH were obviously increased compared with those in the sham group. The administration of febuxostat decreased the levels of inflammatory cytokines compared with the ICH group.

**TABLE 1:** IL-1β, IL-6, and IL-18 levels in the sham, ICH, and feb groups.

Group	n	IL-1β (pg/mg)	IL-6 (pg/mg)	IL-18 (pg/mg)
Sham	6	42.16 ± 1.22	61.76 ± 1.34	25.24 ± 1.28
ICH	6	160.72 ± 2.51	201.28 ± 1.86	178.84 ± 3.12
Feb	6	84.32 ± 2.30^a^	125.52 ± 3.24^a^	104.56 ± 2.83^a^

a Compared with the ICH model group, *p*< 0.05.

### 3.4 Febuxostat Improved BBB Integrity After ICH

The integrity of the BBB was evaluated by co-labeling EB with the vessel marker CD31, an angiogenesis-related protein, in coronal brain slices. As shown in Figures 3A,B, EB extravasation was reduced in the group treated with febuxostat compared with the ICH group, indicating that febuxostat protected against BBB disruption after ICH.

**FIGURE 3:**
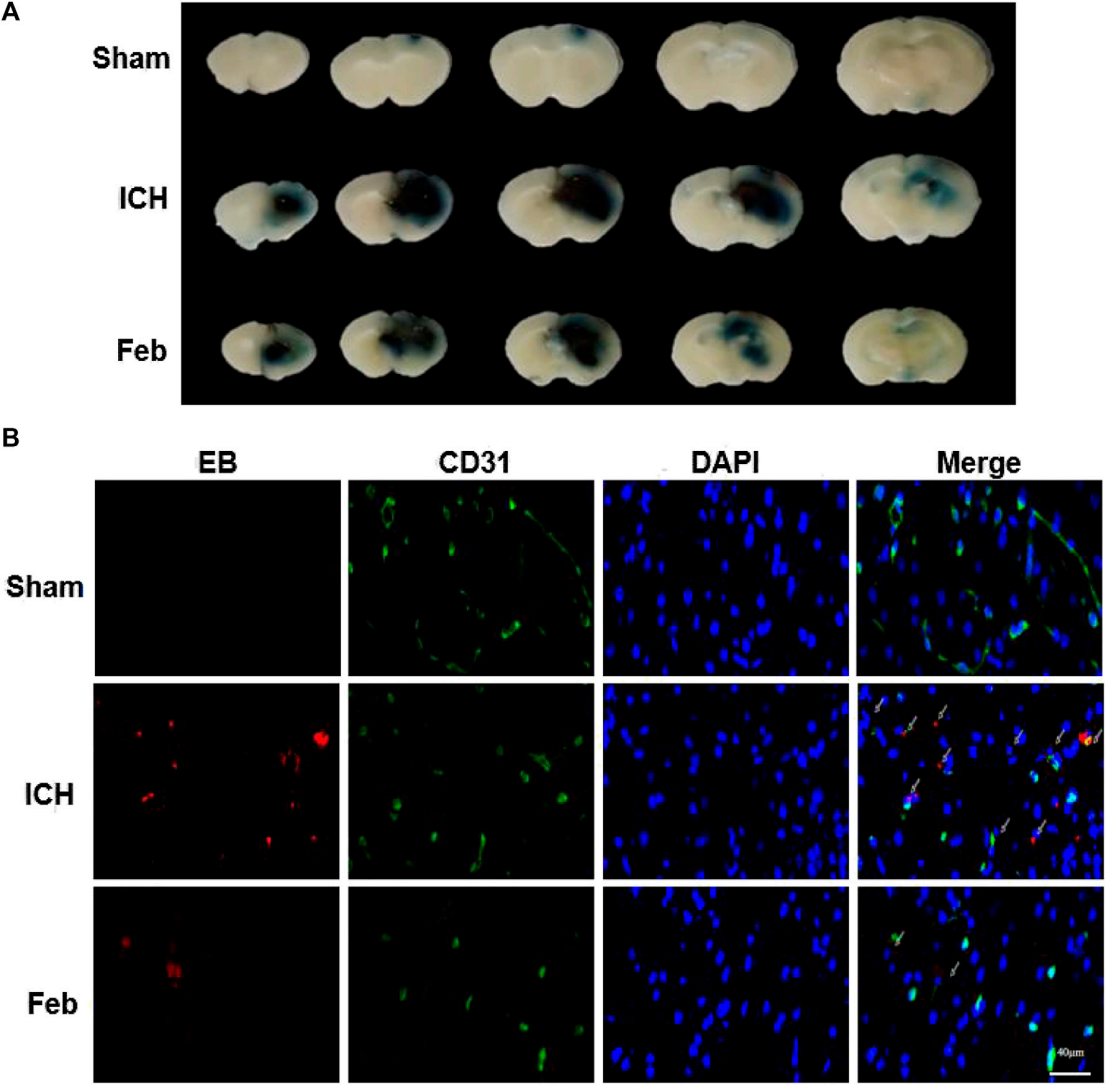
Febuxostat attenuated BBB permeability after ICH: **(A)** Representative coronal brain sections show Evans blue extravasation. **(B)** Permeability of the BBB using the Evans Blue (EB) assay. EB is shown in red. CD31 is shown in green. White arrows indicate colocalization. Sections were stained with DAPI (blue) to show all nuclei. The scale bar is 40 μm.

### 3.5 Analysis of Differentially Expressed Genes

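Brain RNA from 9 mice was sequenced, with 3 mice in each of the sham, ICH, and feb groups. ICH was modeled by injecting 30 μl of the mouse's own blood into the brain, and the paper states that sham mice received saline, while the sample labels call them untreated. The feb mice were given febuxostat, a xanthine oxidase inhibitor, by gavage at 50 mg/kg daily for 5 days before the blood was injected. The paper's text names brain tissue as the source of the RNA but does not name the dissected region or the time after injection for these samples. The authors depleted rRNA, marked cDNA molecules with UMIs, collapsed reads sharing a UMI into consensus reads, aligned these to GRCm38, counted them on the exons of each gene, and deposited RPKM values for 38621 genes. RPKM scales the reads of a gene to its exon length and to all reads counted in the sample, so differences in depth and gene length are already scaled out. Within each sample 100% of the values were whole multiples of the value of 1 read, which allowed the reads behind each value to be recovered. The recovered totals were 29538009, 26137494, and 28109452 reads in the sham mice, 24483380, 26301356, and 26188971 in the ICH mice, and 26473236, 25245241, and 23065757 in the feb mice. At these depths, 3 reads on a gene with 1 kb of exon correspond to an RPKM between 0.102 and 0.130. Genes of the 7SL RNA took 8.02% ± 0.393 (SD, n = 3) of the reads in the sham group, 6.29% ± 0.0390 (SD, n = 3) in the ICH group, and 7.21% ± 1.05 (SD, n = 3) in the feb group. Reads on overlapping 7SL genes appear to have been counted for each, so these shares may overstate the 7SL RNA. Every pair of mice within a group differed by more than sampling noise, with a chi-square per gene between 13.9 and 48.6, so no library was counted as a copy of another. Differential expression was tested with limma on log2(RPKM + 0.1), which understates the change of genes with low RPKM, over the 29025 genes with an RPKM of at least 0.1 in at least 3 samples. All 9 samples shared the fit. DEGs were called by the paper's thresholds, an unadjusted p-value under 0.05 and a fold change over 2. The fold change here is a difference of mean log2 values. It is smaller than a ratio of mean RPKM where 1 mouse lies far above the others of the higher group. The number passing a Benjamini-Hochberg adjusted p of 0.05 was counted beside them.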

To investigate the molecular mechanisms of febuxostat in neuroprotection, gene expression profiling was performed. 

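Between the feb and ICH groups, 706 of the 29025 genes tested were called, of which 401 were higher and 305 lower in the feb group. Without ICH replicate 3, 444 were higher and 488 lower, and in 2 alternatives chosen after the data were seen, 208 were higher and 251 lower with voom on the recovered reads, and 151 higher and 170 lower among genes with at least 10 reads in at least 3 samples. An unadjusted p-value under 0.05 without the fold change criterion was reached by 3212 genes, where 1451 would be reached by chance. After Benjamini-Hochberg adjustment, 2 genes passed in limma, Traj35 and Mir107, and no mouse had more than 5 reads of either. Of the called genes, 192 were protein-coding and 262 were small RNA genes, and 339 (48.0%) had fewer than 10 reads in every mouse, against 16.7% of all genes tested. With a pseudocount of 1 in place of 0.1, the alternative that lowered the count most under the same criteria, 128 genes were called, and genes under an RPKM of 1 in every mouse cannot reach the fold change criterion. The feb and ICH mice did not overlap in 4984 genes (17.2% of those tested, where chance gives 10%), and 506 of these were also called. Among these 506 genes, the 5 largest rises were in Mir107, Gm22946, Gm22466, Mir5112, and Mir34a, which had at most 11 reads in any mouse. The 5 largest falls were in Ttr, Traj35, Kcne2, Mir18, and Gm44365. Ttr had an RPKM of 728 ± 260 (SD, n = 3) in the ICH group and 50.9 ± 27.0 (SD, n = 3) in the feb group, with a log2 fold change of -3.92 (standard error 0.52, adjusted p = 0.105). Kcne2 fell from 3.89 ± 0.325 (SD, n = 3) to 0.351 ± 0.238 (SD, n = 3), with a log2 fold change of -3.27 (standard error 0.46, adjusted p = 0.106). Traj35, Mir18, and Gm44365 had at most 4 reads in any mouse. Ttr and Kcne2 are both choroid plexus markers. The 8 markers of that set were lower in feb than in ICH mice by a mean log2 difference of -2.52, and than in sham mice by -2.32. Different amounts of choroid plexus in the dissected tissue may account for these falls. A response to febuxostat cannot be told apart from that.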

According to the filtering criteria *p* < 0.05 and fold change >2, 322 differentially expressed genes were identified between the feb and ICH groups, of which 142 were upregulated and 180 were downregulated. 

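In the ICH group compared with the sham group, 423 genes were called higher and 312 lower, 735 in all. When the samples were instead scaled to equal medians, 296 were higher and 443 lower, and the median log2 change of all genes tested moved from 0.08 to -0.03. The majority was also lower after quantile normalization (317 higher and 406 lower). The same held with a pseudocount of 1 (75 and 83) and without ICH replicate 1 (383 and 394). The majority was higher in the other settings, so its direction depended on the scaling and on other choices. The criterion of an unadjusted p-value under 0.05 alone was met by 3570 genes. Adjusted p-values under 0.05 were found by limma for 7 genes, none of which had more than 11 reads in any mouse. Protein-coding genes made up 171 of the 735 genes and small RNA genes 292, and 318 (43.3%) had fewer than 10 reads in every mouse. There was no overlap between ICH and sham mice in 5630 genes (19.4%, where chance gives 10%), of which 561 were called. The 5 largest rises among these were in Gm24784, Gm23388, Mir691, Traj35, and Snord72, with at most 8 reads in any mouse, and the 5 largest falls were in Gm22946, Gm24402, Gm23927, Gm45688, and Mir34a, with at most 37.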

Subsequently, 154 genes were significantly downregulated and 151 genes were significantly upregulated in the ICH group compared with the sham group. Distinct expression patterns were observed by hierarchical clustering analysis and a volcano plot (Figure 4).

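Over all 29025 genes tested, without selection, the mean Spearman correlation was 0.957 between mice of the same group and 0.953 between mice of different groups. A difference as large as this 0.00466 was found in 8 of the 280 ways of parting the 9 mice into 3 groups of 3 (one-sided exact permutation test, p = 0.0286). On the first principal component, with 21.4% of the variance, the sham mice ranged from -71.4 to 5.22, the ICH mice from 9.12 to 37.96, and the feb mice from -29.9 to 55.5. The second component, with 16.1%, placed all 3 ICH mice (13.8 to 71.1) above all 3 feb mice (-58.8 to -26.1).

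**Figure D1:**
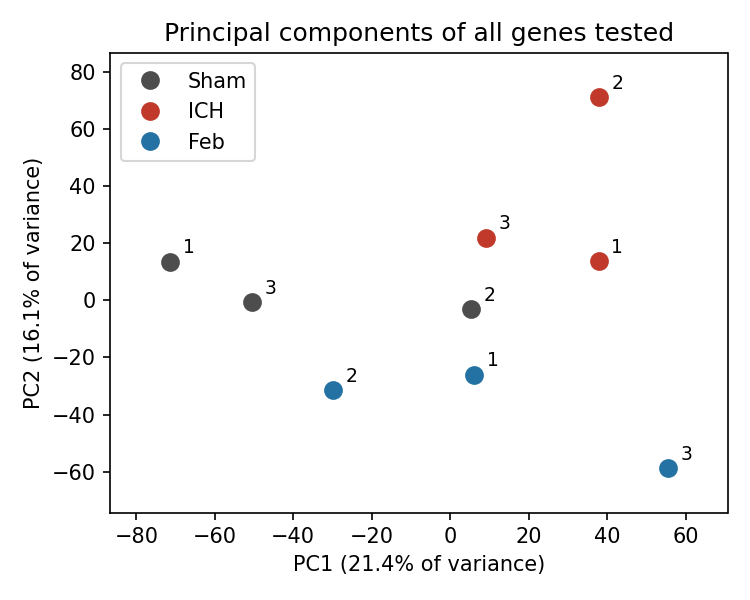
Scores of the 9 mice on the first and second principal components of log2(RPKM + 0.1) over the 29025 genes tested, in arbitrary units, with 1 point per mouse, colors for the groups and numbers for the replicates. ICH and feb mice are apart on the second component, and the sham mice are spread from -71.4 to 5.22 on the first.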

**FIGURE 4:**
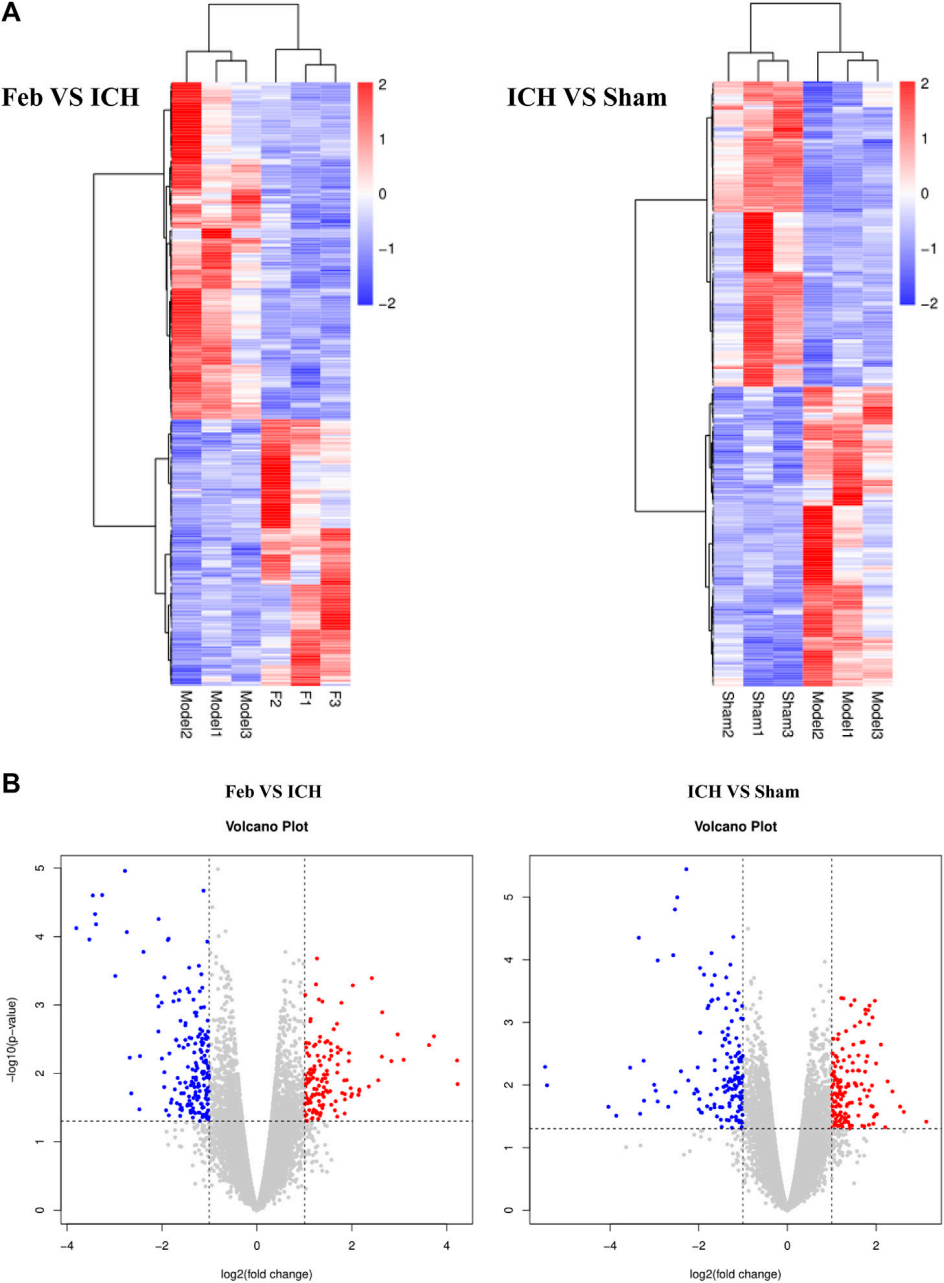
Hierarchical cluster analysis of DEGs: **(A)** Hierarchical cluster analysis showed that the DEGs ultimately clustered into two major branches: upregulated genes (labeled in red) and downregulated genes (labeled in blue). **(B)** Volcano plot of DEGs. The red and blue points in the plots represent the significantly upregulated and downregulated DEGs. *n* = 3 mice/group.

In addition, overlapping significant DEGs were identified from the intersection of DEGs (ICH group vs. sham group) and DEGs (feb group vs. ICH group). 

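The 2 lists of called genes shared 209 genes, 29.6% of those called between the feb and ICH groups. Of these, 137 were lower in ICH than in sham and higher in feb than in ICH, 70 changed the other way round, and 2 changed in the same direction in both contrasts. Protein-coding genes numbered 45 of the 209. With a pseudocount of 1, 44 genes were shared. The ICH mice enter both contrasts, with opposite sign, and over all genes tested the log2 fold changes of the 2 contrasts had a Pearson correlation of -0.55 across genes, which are not independent replicates. For comparison, the 9 mice were regrouped within replicate numbers, although some regroupings kept 2 or all 3 ICH mice in the shared group. Among 100 of the 108 possible regroupings, the labeled one included, 9 had at least as many genes with opposite directions as the groups as labeled. The others had a median of 113 such genes and a maximum of 420, and in the median regrouping 99.05% of the shared genes changed in opposite directions. Of the 51 tested genes that the paper names in Tables 2 and 3 and Figure 6, 27 were among the 209. After adjustment over all genes tested none of these 51 reached an adjusted p under 0.05 in either contrast in limma, with lowest values of 0.181 between feb and ICH and 0.245 between ICH and sham. Adjusted over the 51 genes alone, 28 and 41 did, but the list consists of the paper's own calls on these samples.

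**Figure D2:**
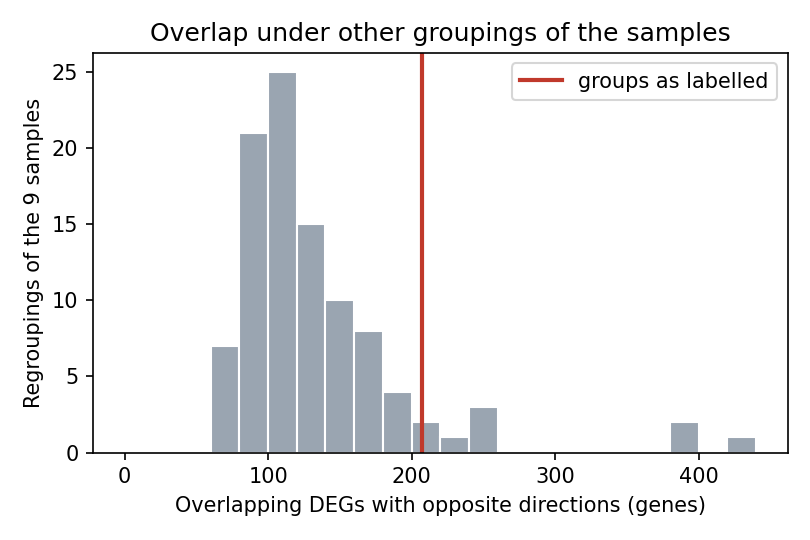
Number of overlapping DEGs that changed in opposite directions (x axis, genes) in regroupings of the 9 mice within replicate numbers (y axis, number of regroupings). The vertical line marks the groups as labeled, and the largest regrouping has 420.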

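For the genes of Table 2, limma compared the feb group with the ICH group. Among the genes listed as downregulated, Abi3bp (chromosome 16, 56477846 to 56690128 in GRCm38) had a log2 fold change of -1.83 (standard error 0.77, adjusted p = 0.441), and its RPKM in the ICH mice was 12.7, 1.77, and 1.19, so its mean rested on a single mouse. With that mouse left out, the log2 fold change was -0.82. Wisp1 had a log2 fold change of -1.39 (standard error 0.33, adjusted p = 0.259). Gm11549 (chromosome 3, 36515057 to 36521813) fell by 1.85 (standard error 0.51, adjusted p = 0.297). Wdr86 (chromosome 5, 24711738 to 24730727) fell by 1.39 (standard error 0.32, adjusted p = 0.252). Gm21887 (chromosome X, 170009659 to 170019281) had a log2 fold change of -2.00 (standard error 0.79, adjusted p = 0.413), but its reads cannot be told apart with certainty from those of Erdr1, of which RefSeq lists Gm21887 as a synonym. Among the genes listed as upregulated, Irx3 rose by 1.68 (standard error 0.72, adjusted p = 0.441). Foxb1 rose by 1.26 (standard error 0.50, adjusted p = 0.416). Irx2 rose by 1.64 (standard error 0.86, adjusted p = 0.505) and Lmx1b by 1.24 (standard error 0.83, adjusted p = 0.600), and neither passed the unadjusted criteria. In all 5 downregulated genes every feb mouse was below every ICH mouse (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 against 3 allows). Lmx1b also showed no overlap between the groups, while Irx3, Foxb1, and Irx2 did.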

The list of the top five known down- and upregulated DEGs, ranked by log2 (fold change), is shown in Table 2.

**TABLE 2:** Top five DEGs with log2 (fold change) among the overlapping significant DEGs.

Down-DEGs			Up-DEGs		
NO.	Symbol	logFC	NO.	Symbol	logFC
1	Abi3bp	−2.6480	1	Pitx2	3.7292
2	Wisp1	−2.0727	2	Lmx1b	1.9847
3	Gm11549	−2.0023	3	Irx3	1.9747
4	Gm21887	−1.9500	4	Foxb1	1.8529
5	Wdr86	−1.7565	5	Irx2	1.8506

### 3.6 GO and KEGG Analysis of DEGs

To explore the functions of DEGs, GO and KEGG pathway analyses were performed. The GO enrichment analysis showed that 292 GO terms were significantly enriched with the overlapping significant DEGs. 

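The 5 GO terms of Table 3 list 27 different genes, all of which were tested. Of these, 15 were called between the feb and ICH groups, 21 between the ICH and sham groups, and 13 in both contrasts. The lowest adjusted p in limma between the feb and ICH groups was that of Klf10 (0.181), whose RPKM was 2.55 ± 0.592 (SD, n = 3) in sham, 5.38 ± 1.34 (SD, n = 3) in ICH, and 2.26 ± 0.194 (SD, n = 3) in feb mice. Arc had an RPKM of 17.9 ± 3.56 (SD, n = 3) in sham, 39.4 ± 12.0 (SD, n = 3) in ICH, and 16.8 ± 0.757 (SD, n = 3) in feb mice, and Tbr1 had 1.49 ± 0.615, 5.29 ± 1.04, and 2.02 ± 1.20 (SD, n = 3 each). In these 3 genes all ICH mice were above all sham and all feb mice. Among genes that were lower after ICH, Nrtn had 1.60 ± 0.225 in sham, 0.760 ± 0.248 in ICH, and 1.76 ± 0.247 in feb mice (SD, n = 3 each). Nrtn, Barhl2, and Irx3os were called in both contrasts, without overlap in either. Irx1 was 10.1, 1.89, and 5.20 in the sham mice and 1.38, 0.849, and 2.30 in the ICH mice, and it was not called between feb and ICH. Gm12236, listed beside Glra1 under cell surface receptor signaling, lies on the other strand over an exon of Glra1, and the values of both genes had a Pearson correlation of 0.997 across the 9 mice (two-sided exact permutation test, p = 2.8e-06, the smallest that the permutations can give). Spearman's rho was 1.00 (two-sided exact permutation test, p = 5.5e-06), and without the 2 mice farthest from the median of Glra1 the Pearson correlation was 0.995. This was 1 of 3 such pairs of genes examined. Irx3os overlaps Irx3 on the other strand in the same way, and the paper does not state whether strand was used in counting.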

As shown in Table 3 and Figure 5A, the significantly enriched GO terms were tissue development, cell surface receptor signaling pathway, cellular developmental process, cell differentiation, and wnt signaling pathway. The intersection DEGs of the aforementioned five pathways in biological processes were Wisp1, Wnt7b, Frzb, and Pitx2 (Figure 5C). 

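Wisp1 (chromosome 15, 66891320 to 66923201 in GRCm38) had an RPKM of 0.113 ± 0.0452 (SD, n = 3) in sham, 0.381 ± 0.103 (SD, n = 3) in ICH, and 0.0869 ± 0.0616 (SD, n = 3) in feb mice, which corresponds to between 7 and 64 reads per mouse. All ICH mice were above all sham mice, with a log2 fold change of 1.18 (standard error 0.33, adjusted p = 0.345 in limma). With any 1 mouse left out, Wisp1 was called in both contrasts. In 10 other settings, 2 of them chosen after the data were seen, its log2 fold change was 0.31 to 1.70 between ICH and sham and -2.25 to -0.34 between feb and ICH, and it was called in 9 of 10 in each contrast. The exception was a pseudocount of 1, with which an RPKM of at most 0.474 cannot reach the fold change criterion. Wnt7b (chromosome 15, 85535439 to 85581821) had 2.20 ± 0.208 (SD, n = 3) in sham, 5.00 ± 3.14 (SD, n = 3) in ICH, and 2.35 ± 0.347 (SD, n = 3) in feb mice. The ICH mice had 4.04, 8.50, and 2.46, the last of which lay within the range of the feb mice. Its log2 fold change in limma was 0.97 (standard error 0.37, adjusted p = 0.382) between ICH and sham. Between feb and ICH it was -0.89 (standard error 0.37, adjusted p = 0.437 in limma). As a difference of mean log2 values, it passed the fold change criterion in neither contrast. The ratio of mean RPKM was over 2 in both contrasts, raised by the mouse at 8.50. Frzb (chromosome 2, 80411970 to 80447625) had 0.339 ± 0.00831 (SD, n = 3) in sham, 1.28 ± 0.499 (SD, n = 3) in ICH, and 0.582 ± 0.216 (SD, n = 3) in feb mice. Its log2 fold change in limma was 1.59 (standard error 0.32, adjusted p = 0.284) between ICH and sham. Between feb and ICH it was -0.998 (standard error 0.32, adjusted p = 0.342 in limma), just short of the fold change limit. Frzb was therefore called only in the first contrast, although its ratio of mean RPKM was over 2 in both. From the GO terms and KEGG pathways the paper concludes that the DEGs were mainly involved in wnt signaling, and it went on to stain Wisp1 and Wnt7b.

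**Figure D3:**
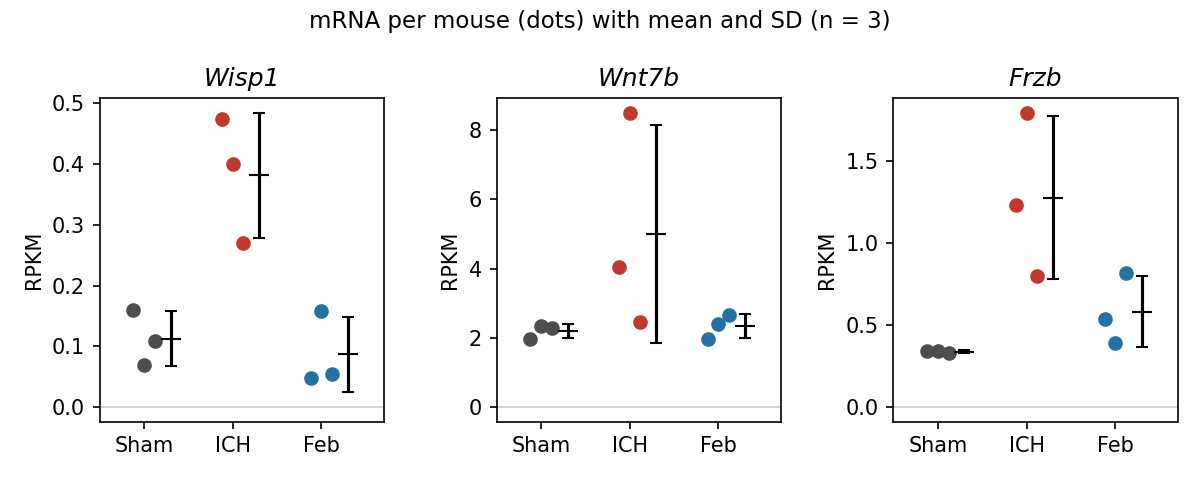
RPKM of Wisp1, Wnt7b, and Frzb in each mouse of the sham, ICH, and feb groups, with 1 dot per mouse, the mean as a horizontal bar, and the SD as the error bar (n = 3). The ICH mean of 5.00 for Wnt7b is raised by the mouse at 8.50.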

The most significant KEGG pathways (*p* < 0.05) related to the overlapping significant DEGs were aldosterone synthesis and secretion, purine metabolism, signaling pathways regulating pluripotency of stem cells, Cushing syndrome, and the wnt signaling pathway (Table 3 and Figure 5B).

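The 5 KEGG pathways of Table 3 hold 2 genes each, 7 different genes in all. Of the pair listed for aldosterone synthesis and secretion, Nr4a2 had an RPKM of 2.73 ± 1.18 (SD, n = 3) in sham, 6.44 ± 2.95 (SD, n = 3) in ICH, and 2.35 ± 0.508 (SD, n = 3) in feb mice, and Agt had 30.8 ± 7.47, 15.5 ± 6.60, and 48.9 ± 17.1 (SD, n = 3 each). Both were called in both contrasts. Agt rose by 1.67 on the log2 scale between feb and ICH (standard error 0.37, adjusted p = 0.239 in limma). Agt in 1 ICH mouse (22.5) lay above the lowest sham mouse (22.2). Of the pair for purine metabolism, Gucy2g was called in both contrasts and had 0.744 ± 0.311 (SD, n = 3) in ICH and 0.239 ± 0.158 (SD, n = 3) in feb mice. Rrm2 had 0.693, 1.43, and 0.427 in the ICH mice and 0.348 ± 0.0104 (SD, n = 3) in the feb mice. Its log2 fold change of -0.94 (standard error 0.37, adjusted p = 0.413 in limma) did not reach the fold change criterion. The ratio of mean RPKM (0.849 in the ICH mice) was over 2, raised by the mouse at 1.43. Lhx5, listed for signaling pathways regulating pluripotency, was called in both contrasts, with 0.378 ± 0.213 (SD, n = 3) in ICH and 0.926 ± 0.167 (SD, n = 3) in feb mice. Wnt7b, which was called in neither contrast, is a member of 3 of the 5 pairs, those for pluripotency, Cushing syndrome, and wnt signaling.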

**TABLE 3:** GO and KEGG analyses of differentially expressed genes among the sham treatment group, intracerebral hemorrhage model group, and febuxostat group.

GO/KEGG analysis	Description	*p* value	Gene name
GO analysis (biological process)	Tissue development	0.00006	Wnt7b|Wisp1|Lhx1|Klf10|Frzb|Uncx|Lmx1b|Nrtn|St14|Arc|Satb2|Irx3os|Pitx2|Foxb1|Emx1|Irx1|Irx3|Irx2
	Cell surface receptor signaling pathway involved in cell–cell signaling	0.00541	Wisp1|Wnt7b|Frzb|Glra1|Pitx2|Gm12236
	Cellular developmental process	0.01410	Wisp1|Wnt7b|Uncx|Arhgap15|Emx1|Top2a|Lhx1|Klf10|Lhx5|Frzb|Lmx1b|Irx3os|Pitx2|Nr4a2|Tbr1|Foxb1|Nrtn|Barhl2|St14|Arc|Satb2|Irx5|Irx3
	Cell differentiation	0.02013	Wnt7b||Wisp1|Lhx1|Klf10|Lhx5|Pitx2|Frzb|Barhl2Uncx|Tbr1|Lmx1b|Nrtn|Nr4a2|St14|Satb2|Irx3os|Irx5|Foxb1|Emx1|Irx3|Top2a
	Wnt signaling pathway	0.04555	Wisp1|Wnt7b|Frzb|Pitx2
KEGG analysis (pathway)	Aldosterone synthesis and secretion	0.01708	Nr4a2|Agt
	Purine metabolism	0.02891	Rrm2|Gucy2g
	Signaling pathways regulating pluripotency of stem cells	0.02969	Wnt7b|Lhx5
	Cushing syndrome	0.03830	Wnt7b|Agt
	Wnt signaling pathway	0.03961	Wisp1|Wnt7b

**FIGURE 5:**
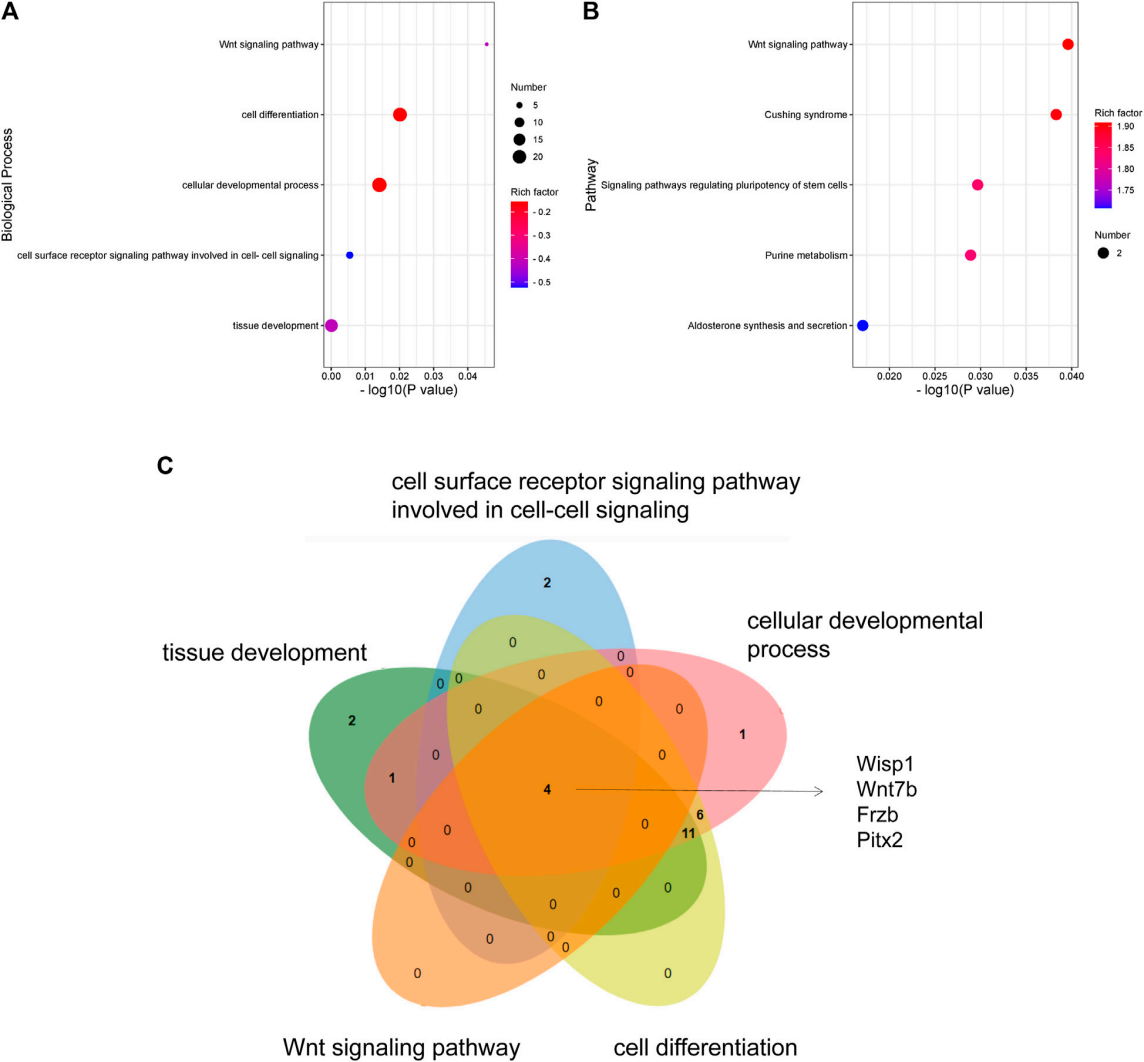
GO and KEGG analyses of DEGs: **(A)** GO enrichment of DEGs. **(B)** KEGG pathway enrichment of DEGs. **(C)** Venn diagram showing the overlapping significant DEGs from GO terms.

### 3.7 Protein–Protein Interaction Network Analysis

We uploaded the overlapping significant DEGs to STRING 11.0 to obtain the PPI network. 

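Of the node names in Figure 6, 48 could be read, and all were found among the deposited genes, 2 of them under a synonym. The filter on RPKM left 46 of them, and Dtl and Ticrr were below it. In limma, 30 of the 46 were called between the feb and ICH groups, 36 between the ICH and sham groups, and 25 in both contrasts. In 45 of the 46 the 2 contrasts had opposite signs. The exception was Hif3a, whose RPKM was 0.362 ± 0.0940 (SD, n = 3) in sham, 0.873 ± 0.510 (SD, n = 3) in ICH, and 2.14 ± 1.11 (SD, n = 3) in feb mice. After ICH 31 of the 46 were higher and 15 lower than in sham. In 26 of the 46, the ICH mice overlapped neither the sham mice nor the feb mice. The gene with the lowest adjusted p between ICH and sham (0.245) was Vxn, listed under a synonym, at 11.3 ± 4.78 (SD, n = 3) in sham, 46.2 ± 10.4 (SD, n = 3) in ICH, and 18.0 ± 7.76 (SD, n = 3) in feb mice. Of the genes of cell division among the nodes, Mki67 and Top2a were highest in 1 of the ICH mice. Their log2 fold changes between ICH and sham were 1.10 and 0.97, and at least 0.57 and 0.41 with any 1 mouse left out. Mki67 was 4.85, 10.8, and 2.59 in the ICH mice and Top2a was 1.61, 3.99, and 0.877, against 2.37 ± 0.347 and 0.879 ± 0.149 (SD, n = 3 each) in sham mice.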

A total of 49 DEGs were consequently extracted (Figure 6), including Wisp1 and Wnt7b.

**FIGURE 6:**
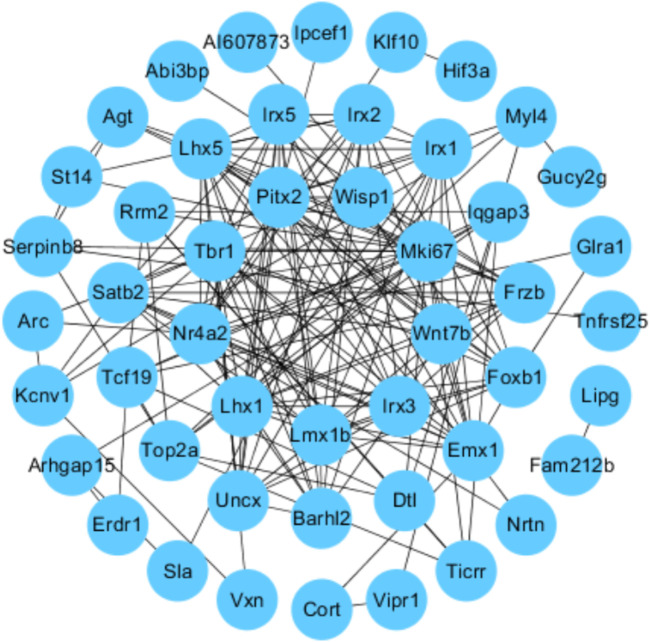
Protein–protein interactions (PPI): STRING analysis with the interaction score set to 0.15. Each node represents the relevant protein, the edge indicates the predicted functional associations, and the number of lines represents the strength of predicted functional interactions between proteins.

### 3.8 Febuxostat Inhibited Wisp1 and Wnt7b Expression After ICH

We next examined the expression of Wisp1 and Wnt7b in perihematomal areas by immunofluorescent staining and immunohistochemistry. The results revealed that the expression of Wisp1 and Wnt7b was increased in ICH mice compared with sham mice but was decreased by treatment with febuxostat after ICH (Figures 7A,B).

**FIGURE 7:**
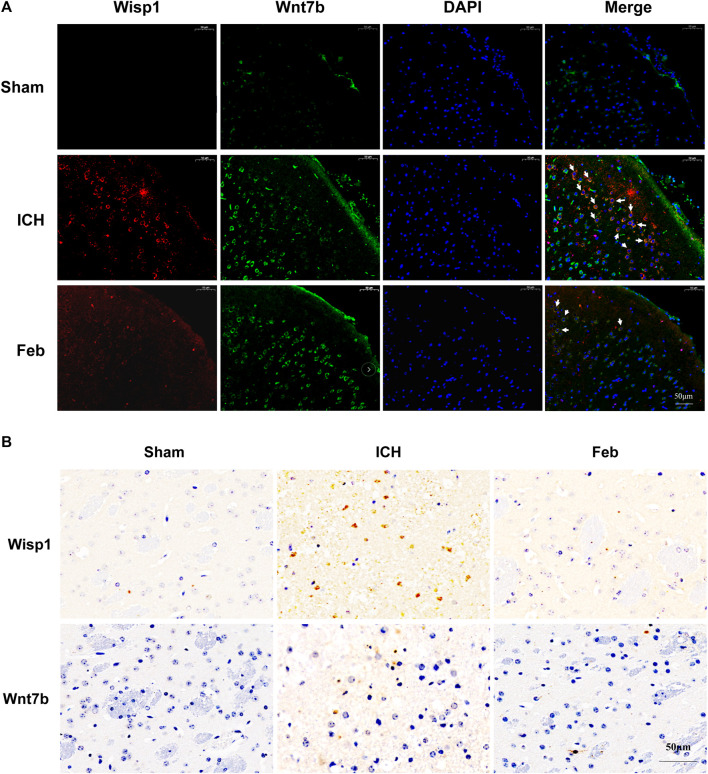
Expression of Wisp1 and Wnt7b in mice: **(A)** Expression of Wisp1 and Wnt7b in the perihematomal area observed by immunofluorescence labeling. Wisp1 is shown in red and Wnt7b is shown in green. White arrows indicate colocalization. Sections were stained with DAPI (blue) to show all nuclei. The scale bar is 50 μm. **(B)** Expression of Wisp1 and Wnt7b in the perihematomal area. The scale bar is 50 μm.

## 4 Discussion

Febuxostat is an orally administered, nonpurine-selective xanthine oxidase inhibitor being developed for the management of hyperuricemia in patients with gout. The present study revealed the neuroprotective effects of febuxostat and explored its underlying mechanisms.

At present, numerous studies have described the fundamental roles of febuxostat in the improvement of ischemia and reperfusion injury. For instance, febuxostat suppresses ischemia-reperfusion injury of vital organs, such as the kidney and heart (Tsuda et al., 2012; Wang et al., 2015; Khan et al., 2017; Fujii et al., 2019). Febuxostat reduced the induction of endoplasmic reticulum stress, suppressed apoptosis and inflammation by mediating the MAPK signaling pathway, inhibited mitochondrial-dependent apoptosis, and promoted the resynthesis of adenine nucleotides (Tsuda et al., 2012; Wang et al., 2015; Khan et al., 2017; Fujii et al., 2019). However, the role of febuxostat in brain injury after ICH is still unclear. The results showed that febuxostat improved neurological deficits and motor and coordination functions in a mouse model of ICH (Figure 1). Moreover, neuronal cell injury was observed by performing Fluor-Jade B staining and TUNEL staining. The results indicated that febuxostat attenuated neuronal degeneration and apoptosis after ICH (Figure 2). In addition, we also found that febuxostat attenuated BBB permeability after ICH by measuring the extravasation of Evans blue (Figure 3). Febuxostat decreased the levels of IL-1β, IL-6, and IL-18, indicating the inhibition of neuroinflammation after ICH. Taken together, these results suggest that febuxostat protects against brain injury after ICH, probably by alleviating BBB damage and inflammatory injury.

To explore the underlying mechanism of febuxostat in neuroprotection, a whole transcriptome resequencing analysis was performed. In our study, overlapping significant DEGs were identified, and the top five DEGs with log2 (fold change) are shown (Table 2), including the top five downregulated DEGs, namely, Abi3bp, Wisp1, Gm11549, Gm21887, and Wdr86. We further explored the potential functions of the overlapping significant DEGs by GO and KEGG functional enrichment analyses. Among the intersection of DEGs, genes enriched in highly correlated annotation terms were identified. The intersection DEGs of GO terms in biological processes were Wisp1, Wnt7b, Frzb, and Pitx2 (Figure 5C). The most significant KEGG pathways related to cross-talk genes included aldosterone synthesis and secretion, purine metabolism, signaling pathways regulating pluripotency of stem cells, Cushing syndrome, and the wnt signaling pathway (Table 3 and Figure 5B). GO terms and KEGG pathways revealed that DEGs were mainly involved in the wnt signaling pathway. The wnt signaling pathway is one of the most important signaling pathways which regulates cell proliferation, differentiation, apoptosis, stem cell self-renewal, tissue homeostasis, and wound healing. In the wnt signaling pathway, Wnt3a, *β*-catenin, and Frizzled-7 may be associated with cell apoptosis and proliferation and may change the BBB permeability in the ICH model (Zhou et al., 2014; He et al., 2021). Accordingly, we determined the effects of febuxostat on the expression of Wisp1 and Wnt7b (Figure 7). Consistently, the expression of Wisp1 and Wnt7b was increased in perihematomal tissue from ICH mice and was decreased by the administration of febuxostat.

Wnt1-inducible signaling pathway protein 1 (Wisp1) is a cysteine-rich secreted matricellular protein that belongs to the connective tissue growth factor (CTGF) family and is also known as CCN4. Wisp1 is expressed in several tissues, including the epithelium, heart, kidney, lung, pancreas, placenta, ovaries, small intestine, spleen, and brain (Maiese et al., 2012), and it plays an important role in diverse pathophysiological processes, such as embryonic development, inflammation, injury repair, and cancers (Feng and Jia, 2016). It was reported that Wisp1 significantly enhanced the production of pro-inflammatory cytokines (Zhang et al., 2016). Therefore, Wisp1 contributes to ICH in mice and possibly depends on excessive pro-inflammatory cytokine production and inhibition of anti-inflammatory cytokines (Tong et al., 2016; Tong et al., 2018). In our study, Wisp1 was increased in the brain after ICH and was decreased by treatment with febuxostat, suggesting that febuxostat inhibited inflammatory cytokine levels through regulation of Wisp1. In addition, the earlier inflammatory response to ICH includes the activation of local inflammatory factors and the breakdown of the BBB (Askenase and Sansing, 2016). The study also found that febuxostat attenuated BBB damage after ICH. Therefore, febuxostat probably inhibited the production of inflammatory cytokines through the Wisp1-mediated inflammatory response to maintain BBB integrity, thereby protecting against brain injury after ICH. In addition, Wnt7b is a short-range paracrine signal required for programmed cell death by activating the wnt pathway in adjacent vascular endothelial cells (Lobov et al., 2005). Wnt7b, one of the switches driving the proliferative/inflammatory phenotype during cholestasis, could induce the proliferation of cholangiocytes in an autocrine manner and increases the secretion of pro-inflammatory cytokines (Kosar et al., 2021). Thus, Wnt7b induces a proliferative pro-inflammatory program with detrimental effects on disease progression, suggesting that Wnt7b downregulation may contribute to injury. Wnt7b is a wnt ligand and Wisp1 is the target gene of the wnt pathway. However, the relationship between Wnt7b and Wisp1 should be further investigated.

In addition to the wnt pathway, purine metabolism is also one of the pathways enriched by KEGG. On one hand, febuxostat blocked the degradation pathway of adenine nucleotides and promoted ATP recovery to play a protective role in organ injury (Fujii et al., 2019). On the other hand, febuxostat also promoted the recomposition of high-energy phosphates through the blockade of hypoxanthine catabolism (Tani et al., 2019). It indicated that the protective effect of febuxostat on organ injury is related to energy metabolism. Accordingly, the purine metabolism may be one of the signaling pathways regulated by febuxostat in the secondary injury after ICH. Regrettably, the relationship between Wisp1, Wnt7b, and purine metabolism needs to be further studied.

In conclusion, the present study suggested the neuroprotective roles of febuxostat and explored its underlying mechanisms in a mouse model of ICH.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE193076.

# Supplementary material for: High-Throughput mRNA Sequencing Reveals Potential Therapeutic Targets of Febuxostat in Secondary Injury After Intracerebral Hemorrhage
**Source:** Front Pharmacol. 2022 Jun 23;13:833805. doi: 10.3389/fphar.2022.833805
**Supplement:** Supplementary file 1

**Supplemental Figure**

| 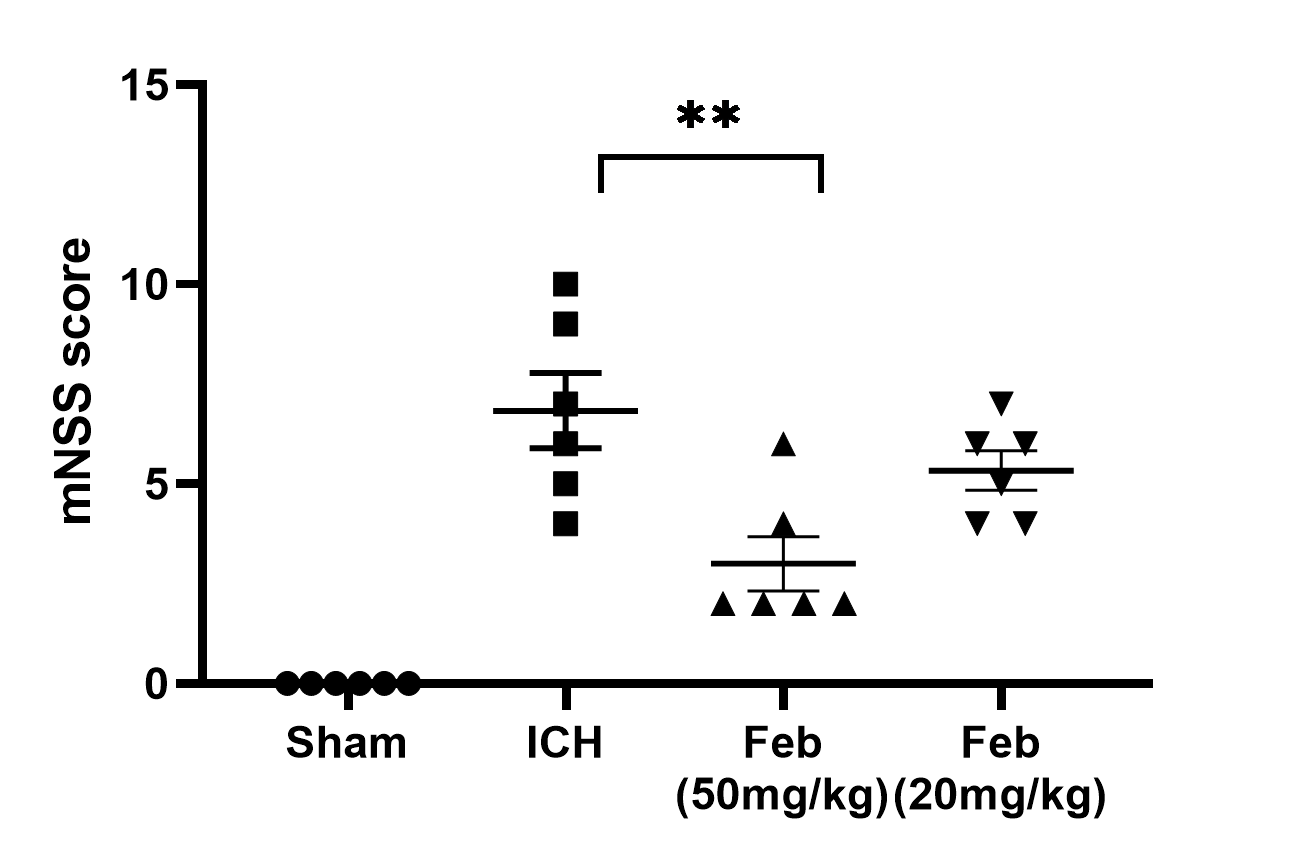 | 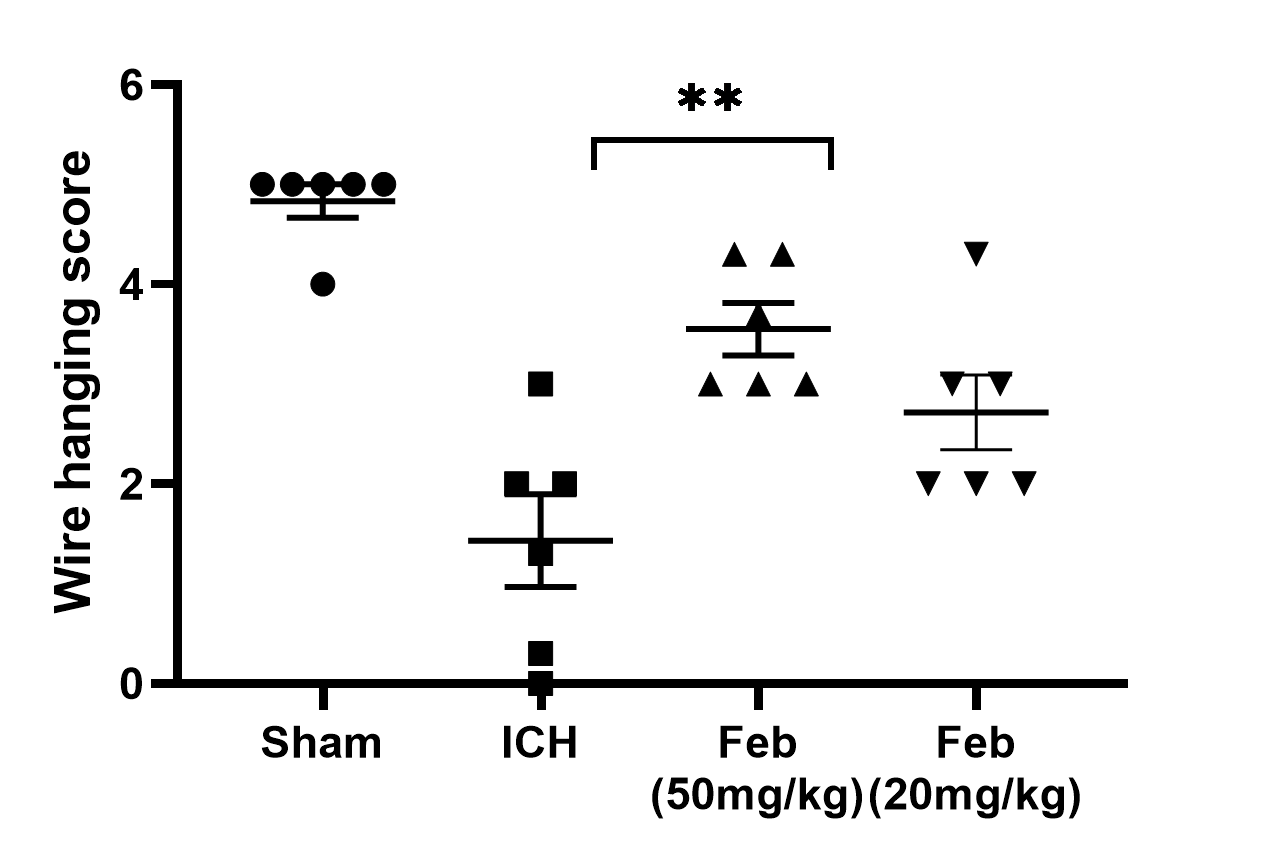 |
| --- | --- |
| (**A**) | (**B**) |
| 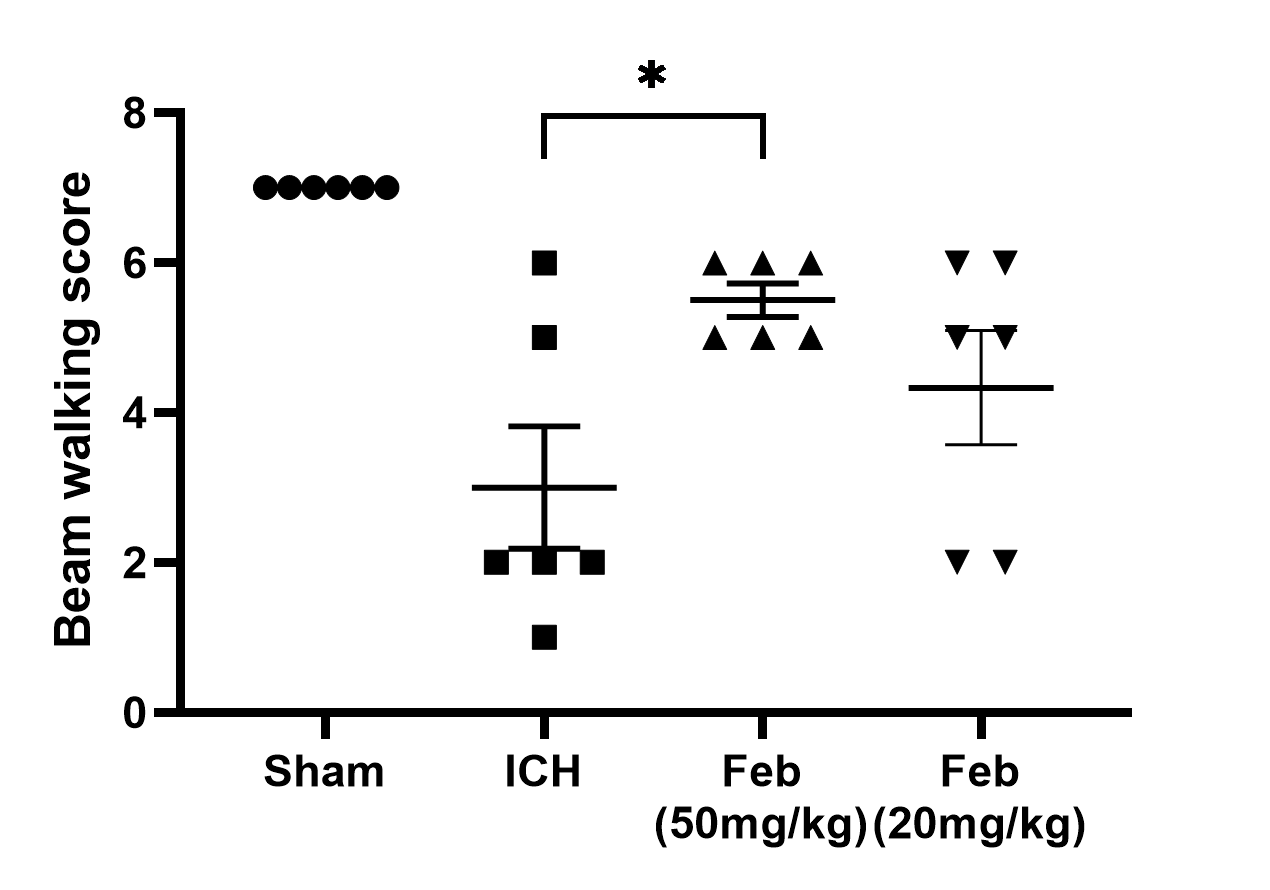 | 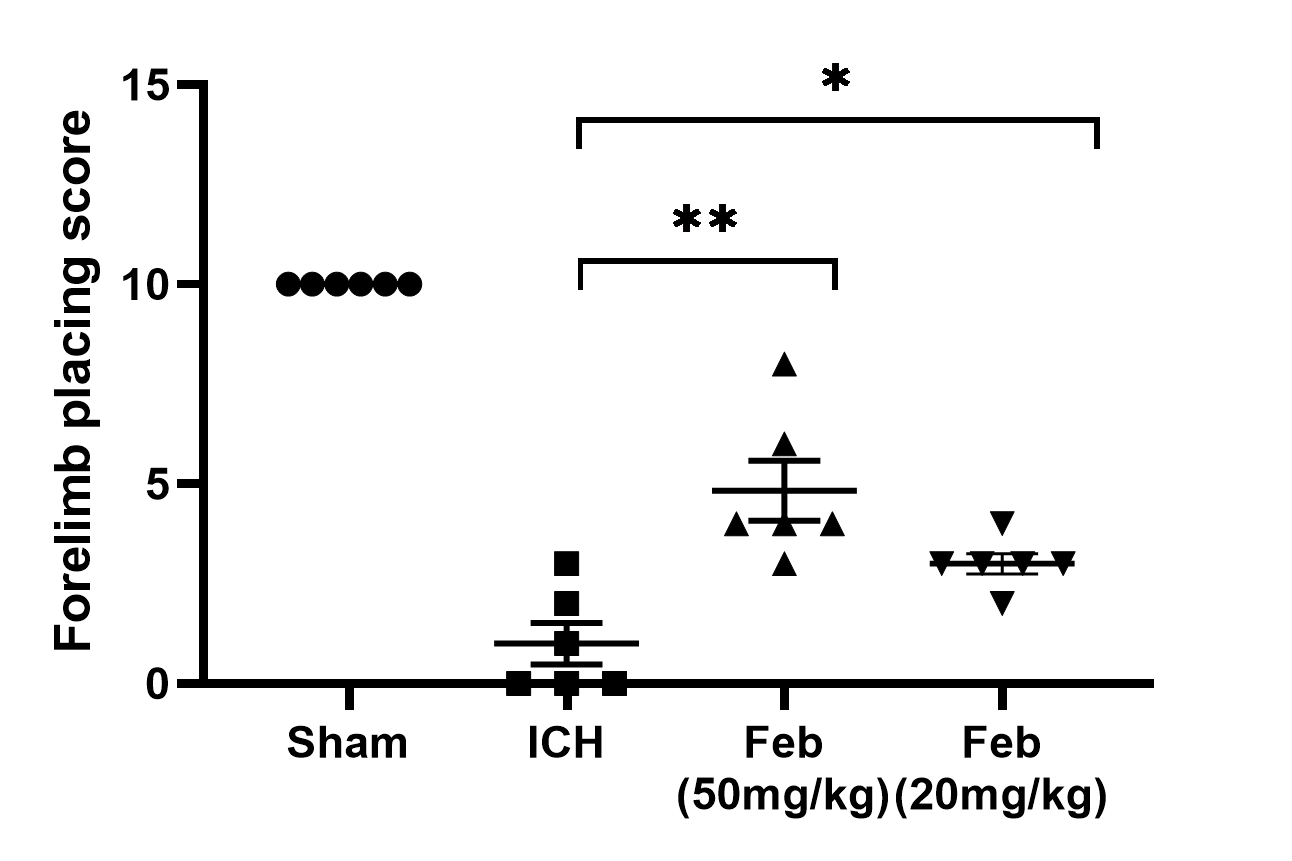 |
| (**C**) | (**D**) |

**Supplemental Figure 1.** Different doses of Febuxostat improved neurological dysfunction after ICH: (A)The modified neurological severity score. (B)The wire hanging test. (C)The beam walking test. (D)The forelimb placing test. Values are mean ± S.E.M; *P < 0.05, **P < 0.01 (n = 6 mice / group, two-way ANOVA)

How the deposited data were processed for this re-analysis (not part of the article)

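Messenger RNA of mouse brain was measured in 9 samples, 3 each of the sham, ICH, and feb groups, and every sample was assigned to its group by its label and the paper's description of the groups. The authors trimmed the reads, grouped them by UMI into consensus reads, aligned these to GRCm38, counted reads on exons with featureCounts, and deposited RPKM values, 1 column per mouse, with the exon length and position of each gene. The annotation release, the use of strand, and the handling of reads that fit several genes are not named in the paper's text. A 7SL RNA gene that lies inside another on the same strand has 2.32% of the reads (median of the 9 samples), so reads on both genes appear to have been counted for each. The deposited RPKM values, multiplied by exon length, sum to the same total in every sample, and the whole reads behind them were recovered. Between 23065757 and 29538009 reads per sample were counted on genes. The names of 11 genes are written as dates.

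The authors tested for DEGs with edgeR. A count test was planned only if the authors deposited counts, a condition that was not met, so edgeR was not used here. The test was limma (version 3.58.1, R 4.3.3; lmFit and eBayes with a trend) on log2(RPKM + 0.1), over genes with an RPKM of at least 0.1 in at least 3 of the 9 samples, with all samples in the same fit and no block. DEGs had an unadjusted p-value under 0.05 and a fold change over 2, and adjusted p-values are Benjamini-Hochberg values over the 29025 genes tested. Fold changes on this scale are smaller than ratios of RPKM for genes near 0.1. They are also smaller than ratios of mean RPKM where 1 mouse lies far above the others of the higher group. The numbers of DEGs were compared with those of all 10 splits of the 6 samples of each contrast and of the 4 splits that part the same-numbered samples as the real split does, and the overlap with 100 regroupings of the 9 samples. With 3 mice against 3, exact permutation tests of single genes cannot go below 0.1 (two-sided). Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1. The test was first tried on simulated reads for 29059 genes, of which 200 were changed 4-fold. The changed genes were drawn only from genes with many reads and were changed in feb mice only. Every gene varied independently with a dispersion of 0.05. The test recovered 93% of the changed genes at an adjusted p under 0.05, with 21 unchanged genes. This share does not describe genes with few reads, or spread that many genes share. Between ICH and sham in the same simulation, where no gene was changed, 4.89% of genes had an unadjusted p under 0.05. There 438 genes met the DEG criteria, and 0 passed adjustment.

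The genes named in the text were fixed before the data were examined: those of Tables 2 and 3 and Figure 6, Il1b, Il6, Il18, Pecam1, and Xdh, members of marker gene sets for brain regions, choroid plexus, meninges, blood, cell division, injury, neuronal activity, and wnt targets, and in each contrast the 5 largest rises and falls among DEGs without overlap between the groups. The marker sets were compared by their mean log2 value per sample and by camera in limma. Gene types came from GENCODE release M 21 and RefSeq for GRCm 38, the build of the deposited positions, by gene name, and 37236 of 38621 names matched. GC content and exon length were checked by removing from each sample a cubic trend with both. Replicate numbers are shared between groups in the labels only, and the paper describes no pairing. The alternatives tried were pseudocounts of 1 and 0.01, no filter, an RPKM of at least 1, equal medians, quantile normalization, a fit of only 2 groups, eBayes without trend, the replicate number as a block, p-values without the fold change, and each mouse left out in turn. Limma with voom on the recovered reads, with TMM factors computed by its published formula, and a filter of at least 10 reads in at least 3 samples were added after the data were seen. GO, KEGG, and STRING enrichment, staining, behavior, ELISA, and BBB measurements were not analysed here. Results for 2 genes that the paper names are not reported here, and the mean values of regional genes were computed without them after the data were seen.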

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

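The marker sets were fixed before the data were examined, while the tests of explanations in this part were chosen after the differences had been seen. Of 33 comparisons of 11 marker sets between 2 groups, 9 showed no overlap between the mice, where chance gives 3.3 (10%), and no set passed adjustment in camera (lowest adjusted p = 0.276, with 2 comparisons at an unadjusted p under 0.05). The 5 with a difference above 1 on the log2 scale concern genes that the paper does not discuss.

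Choroid plexus markers (Ttr, Kl, Folr1, Clic6, Aqp1, Kcne2, Sostdc1, and Slc4a5) were lower in feb mice than in ICH mice by a mean log2 difference of -2.52, and than in sham mice by -2.32. Their mean log2 value was 2.84, 1.61, and 2.47 in the sham mice, 2.72, 2.71, and 2.10 in the ICH mice, and -0.34, -0.16, and 0.48 in the feb mice. The difference was -2.55 after quantile normalization and -2.50 once the trend with GC content and length was removed. Neither step moved it much, and feb and ICH mice still did not overlap after quantile normalization. Removing the trend did act elsewhere, as 569 of 681 DEGs with known GC content between feb and ICH were still called. These values argue against scaling, or a trend with GC content and length, as the source of the choroid plexus difference. The markers rose and fell together among mice of the same group, with a mean correlation between markers of 0.73, above all of 10000 random sets of the same size and level. This is what different amounts of choroid plexus in the dissected tissue would give, and it may account for the difference. A response of the choroid plexus to febuxostat would also move these genes together, and the 2 explanations cannot be told apart here.

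Red blood cell markers were lower in feb mice, with a mean log2 difference of -1.12 from ICH and -1.0 from sham. The 4 globin genes fell and Alas2 did not. Hbb-bs had an RPKM of 16.9 ± 2.95 (SD, n = 3) in sham, 30.5 ± 29.8 (SD, n = 3) in ICH, and 7.58 ± 0.214 (SD, n = 3) in feb mice. The globin genes have near-identical copies, so the reads of each are uncertain. The ICH value depended on 1 mouse, without which the difference from feb was -0.46. After quantile normalization the difference from ICH was -1.13, and after removal of the trend with GC content and length it was -1.16. The difference from sham, which does not involve that mouse, was -1.07 after each step. Feb mice still overlapped neither ICH nor sham mice after quantile normalization. Neither step made the differences smaller. These values argue against scaling, or a trend with GC content and length, as the source of the red blood cell difference. Within groups the markers had a mean correlation of 0.76, above all 10000 random sets, and different amounts of blood left in the tissue may explain the difference. A response to the treatment cannot be told apart from it. Injected blood would raise these markers in feb mice above sham mice, the opposite of the difference found.

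Cortex markers were higher in ICH than in sham mice by 1.04. The difference was 0.97 after quantile normalization and 0.96 after removal of the trend with GC content and length. These small changes argue against either as the whole source of the difference, but do not exclude a part for either. Under equal medians it was 0.94 and the groups overlapped. Cortex markers were also higher in feb than in sham mice, by 0.90 and under equal medians by 0.78, without overlap in either. Between ICH and sham, single markers ranged from -0.14 for Rorb and -0.03 for Cux2 to 1.95 for Neurod2 and 2.23 for Neurod6. The markers had a mean correlation of 0.21 within groups, above 96.7% of random sets. Different shares of cortex in the dissected tissue may therefore contribute, but the markers did not rise alike. A change in cortical cells cannot be told apart from different shares.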

How the results depend on the processing

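Most comparisons of named genes kept their direction, although many settings could not change it, while the counts of DEGs varied widely. Voom and the filter of at least 10 reads were chosen after seeing the data.

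A pseudocount of 1 gave 128 DEGs between feb and ICH, 158 between ICH and sham, 91 between feb and sham, and 44 overlapping genes, all 44 in opposite directions. Requiring an RPKM of at least 1 gave 287, 346, 263, and 96 (96 opposite). Without the fold change threshold the counts were 3212, 3570, 2478, and 1221 (1210 opposite). Voom on the recovered reads gave 459 DEGs between feb and ICH, 421 between feb and sham, and an overlap of 128 (128 opposite). Genes with at least 10 reads in at least 3 samples gave 321, 371, 281, and 104 (104 opposite). The main counts were 706, 735, 639, and 209 (all but 2 opposite). They stayed within 1.5 times under a pseudocount of 0.01, no filter, equal medians, quantile normalization, a fit of 2 groups, and eBayes without trend. The cause was not tested for each setting, but the settings that removed genes with few reads were among those with fewer DEGs.

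With each mouse left out in turn (9 fits), DEGs ranged from 615 to 932 between feb and ICH, from 619 to 1299 between ICH and sham, and from 462 to 1150 between feb and sham. The overlap ranged from 172 to 361, with 168 to 361 in opposite directions. Adjusted p-values under 0.05 ranged from 0 to 2, from 0 to 122, and from 0 to 6 genes in the 3 contrasts.

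Genes with an adjusted p under 0.05 numbered 2 between feb and ICH, 7 between ICH and sham, and 1 between feb and sham. Between feb and ICH they numbered 17 with a pseudocount of 0.01, 5 without a filter, 7 without trend, and 0 with a pseudocount of 1, an RPKM of at least 1, a fit of 2 groups, voom, or at least 10 reads. Between ICH and sham they numbered 11 with a pseudocount of 0.01 or a fit of 2 groups, 3 with a pseudocount of 1, 2 under equal medians, and 0 with an RPKM of at least 1, voom, or at least 10 reads. Between feb and sham they numbered 3 with a pseudocount of 0.01, 2 without a filter, 7 without trend, and 0 with an RPKM of at least 1, voom, or at least 10 reads. At an unadjusted p under 0.05, voom gave 2844, 3337, and 2233 genes in these contrasts, an RPKM of at least 1 gave 2440, 2844, and 1710, and at least 10 reads gave 2925, 3322, and 2169. The cause was not tested.

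Mice with the same replicate number did not deviate together (mean correlation -0.047 over 9 pairs, against 0.024 over 18 pairs with different numbers). With the replicate block, 684, 717, and 615 DEGs were called in the 3 contrasts, with an overlap of 204, and 0 genes had an adjusted p under 0.05, while 2660, 2771, and 1864 had an unadjusted p under 0.05.

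The separation of the groups over all genes kept its direction and an exact permutation p under 0.05 in its 3 alternatives, with p from 0.0214 to 0.0321. Named genes gave 1668 comparisons under settings other than leaving out a mouse, of which 1479 kept their direction and side of the DEG criteria, 138 became weaker, 42 became stronger, and 9 reversed. Settings that change only the filter, the fit of groups, the trend, or the block leave the log2 fold change the same. Their comparisons could not reverse and count as kept direction by construction. The reversed values were all in the ICH to sham contrast and small. Il18 had -0.0421 under equal medians and -0.00242 with voom, Pecam1 had -0.10 under equal medians, -0.0769 after quantile normalization, and -0.0634 with voom, Ttr had -0.0385 under equal medians, and Gm44365 had -0.00539 with a pseudocount of 1, -0.0342 under equal medians, and -0.0375 after quantile normalization. With a mouse left out, 1269 of 1512 comparisons kept their direction and side of the criteria, 182 became weaker, 47 stronger, and 14 reversed. Those that left out a mouse outside the 2 groups compared could not reverse either. The ranges of the reversed ones were -0.0474 to 0.0831 for Il18 and -0.0385 to 0.80 for Xdh between feb and ICH, and for ICH against sham they were -0.0368 to 0.0515 for Pecam1, -0.24 to 0.57 for Kcne2, and -0.39 to 0.40 for Ttr. For small RNA genes they were -0.52 to 0.40 for Gm44365 and -2.16 to 0.43 for Mir1191b between ICH and sham, and -0.83 to 0.18 for Snord72 between feb and ICH. In the contrasts of ICH with sham and of feb with ICH, marker sets kept their direction in 86 of 86 comparisons with a pseudocount of 1, an RPKM of at least 1, equal medians, or quantile normalization, the alternatives tried for sets that can change it, and in 122 of 132 with a mouse of the 2 groups left out. With the trend with GC content and length removed, a check chosen after the data were seen, 21 of 22 kept it, and the wnt target markers between feb and ICH went from -0.0373 to 0.0223. The ranges of those that reversed were -0.35 to 0.10 for cortex, -0.72 to 0.18 for injury, -0.11 to 0.0775 for wnt target, and -0.0301 to 0.19 for Y-linked markers between feb and ICH, and -0.14 to 0.47 for choroid plexus, -0.20 to 0.69 for injury, -0.24 to 0.50 for meningeal, and -0.54 to 0.46 for red blood cell markers between ICH and sham. Between feb and sham, the injury markers (-0.0221) reversed with a pseudocount of 1 (0.0108), with an RPKM of at least 1 (0.0373), and without sham replicate 1 (0.0539) or feb replicate 2 (0.24), the immediate early genes (0.11) under equal medians (-0.0049), and the striatum markers (0.47) without sham replicate 1 (-0.27).

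The depth limits genes with few reads. Of the 706 DEGs between feb and ICH, 339 had fewer than 10 reads in every mouse, and for these a difference of a few reads meets the fold change criterion. The planned tests for deposited counts, edgeR's quasi-likelihood and exact tests, DESeq2, and a filter on counts, were not run because RPKM values were deposited.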

Differences from the paper's values

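The paper reports 322 DEGs between feb and ICH, 142 up and 180 down, where 706, 401, and 305 were found. Between ICH and sham it reports 151 up and 154 down, where 423 and 312 were found. Of the alternatives set before the data were examined, requiring an RPKM of at least 1 gave counts within 1.5 times of the paper's in all 5 cases, with 287 DEGs (159 up and 128 down) between feb and ICH and 206 up and 140 down between ICH and sham. All other alternatives set before the data were examined differed by more than that, including those that left out a mouse. Chosen after seeing the values, genes with at least 10 recovered reads in at least 3 samples gave 321 DEGs (151 up and 170 down) between feb and ICH and 143 down between ICH and sham, with 228 up still outside, and voom, also chosen after seeing the values, gave 459 (208 up and 251 down) between feb and ICH and remained outside between ICH and sham (267 up and 238 down).

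For Abi3bp, Wisp1, Wdr86, and Foxb1 of Table 2 the log2 fold change differed from the paper's by more than its standard error. Abi3bp had -1.83 against the paper's -2.6480, Wisp1 -1.39 against the paper's -2.0727, Wdr86 -1.39 against the paper's -1.7565, and Foxb1 1.26 against the paper's 1.8529. With a pseudocount of 0.01, set before the data were examined, the values were -1.93, -2.15, -1.74, and 1.56, each within its standard error of the paper's. For Abi3bp the value moved little from -1.83, while its standard error rose from 0.77 to 0.81. In each of these genes the ratio of mean RPKM was larger than the main fold change and nearer the paper's. The means of Abi3bp were 5.23 in ICH and 0.805 in feb mice. The fit of only 2 groups also brought Abi3bp within its larger standard error of 0.83. With a mouse left out, the paper's value came within the standard error of Abi3bp without sham replicate 1, ICH replicate 2, ICH replicate 3, feb replicate 2, or feb replicate 3, and of Foxb1 without ICH replicate 1, ICH replicate 3, or feb replicate 3, and of Wdr86 without ICH replicate 3, feb replicate 1, or feb replicate 3. For Abi3bp without sham replicate 1 (-1.83, standard error 0.82) or feb replicate 2 (-1.79, standard error 0.93), the error widened and the gap did not close. Wdr86 without feb replicate 1 (-1.40, standard error 0.38) also hardly moved. The other alternatives set before the data were examined left these gaps. Voom, chosen after seeing the values, gave -1.92, -2.25, -1.76, and 1.62, also within 1 standard error.

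The paper lists its genes as changed in both contrasts. Of the 53 genes of Tables 2 and 3 and Figure 6, 27 were called in both here, and Dtl and Ticrr fell below the filter. The number called in both was 6 with a pseudocount of 1, 32 with a pseudocount of 0.01, 24 without a filter, 17 with an RPKM of at least 1, 23 under equal medians, 19 after quantile normalization, 29 with a fit of 2 groups, 21 without trend, 25 with the replicate block, and between 11 and 31 with a mouse left out. Requiring an RPKM of at least 1 left only 27 of the 53 genes to test, and Wisp1 was not among them. With voom the number called in both was 33 and with at least 10 reads 30, both chosen after seeing the values. Wnt7b was called in both contrasts only without ICH replicate 3. Frzb was called in both with a pseudocount of 0.01, equal medians, quantile normalization, voom, and without ICH replicate 3 or feb replicate 3. Lmx1b, Lhx1, Uncx, Irx2, and Irx5 were called in both without sham replicate 2, and Irx1, Irx2, Irx5, Frzb, and Sla without feb replicate 3. Irx2, Irx5, Glra1, Gm12236, Gm21887, and Erdr1 were called in both with a fit of 2 groups, and Glra1 and Gm12236 also without sham replicate 1. A pseudocount of 0.01 called Arhgap15, Irx5, Rrm2, Sla, Tcf19, Tnfrsf25, and Wdr86, and voom called all of these but Irx5, and also Erdr1, St14, and Ticrr. At least 10 reads called Erdr1, Irx5, and Uncx. The replicate block called Erdr1, Gm21887, and Uncx, and Erdr1 was also called with a pseudocount of 1 and without sham replicate 3. Without ICH replicate 3, Irx2, Rrm2, Sla, Tcf19, Tnfrsf25, Top2a, and Wdr86 were called in both. Tcf19 and Wdr86 were also called without sham replicate 1, Tcf19 and Tnfrsf25 without ICH replicate 1, and Tnfrsf25 without feb replicate 2. Dtl, Hif3a, Iqgap3, and AI607873 were called in both under none of these settings. The ranking of Table 2 also differs, since Gm21887 had the largest fall of its genes in the main fit and Abi3bp in the paper. This depended on the setting. Gm11549 fell most with a pseudocount of 0.01 (-2.33) and with voom (-2.37). Abi3bp fell most without ICH replicate 2 (-2.20), ICH replicate 3 (-2.47), or feb replicate 1 (-1.67).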

Other observations

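The tests on the shared ICH samples, on brain regions and meninges across the 9 mice, and on splits of the mice between feb and ICH and between ICH and sham were set before the data were examined, and all other tests in this part were chosen after the results were seen.

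The overlap of DEGs may owe much of its opposite direction to the ICH mice that both contrasts share, since regroupings had 99.05% of shared genes in opposite directions at the median. As many genes with opposite directions were found in 9 of 100 regroupings, the labeled one included. The others of these 9 shared all 3 ICH mice (210 such genes), ICH replicates 1 and 2 with feb replicate 3 (233 to 248), or sham replicates 1 and 3 with feb replicate 2 (395 to 420). Most of them thus kept ICH mice together, so their number cannot decide whether sharing alone gives an overlap of this size. The real split parts 3 same-numbered pairs, as 4 of the 10 splits do, while the others part 1. As many DEGs as the 706 between feb and ICH were found in 1 of 4 such splits, the real one, and the same held for the 735 between ICH and sham, again 1 of 4 (322 to 539 in the others). For the 639 between feb and sham it was 2 of 4, with 952 genes in another split. Over all 10 splits it was 1 of 10 between feb and ICH (at most 529 in the others), 1 of 10 between ICH and sham (at most 568), and 3 of 10 between feb and sham. The share cannot go below 25% with 4 splits or 10% with 10, so a grouping by chance cannot be told apart even where the real split had the most DEGs. Few reads per gene may also contribute to the calls, as 48.0% of DEGs between feb and ICH and 43.3% between ICH and sham had fewer than 10 reads in every mouse, more than 2 times the 16.7% of all genes tested. When a trend with GC content and length of transcripts was removed from each sample, of the DEGs with known GC content 569 of 681 (83.6%) between feb and ICH, 616 of 712 (86.5%) between ICH and sham, and 432 of 617 (70.0%) between feb and sham were still called, which does not exclude a part for either.

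Many genes that fell after ICH and rose with febuxostat (the Irx genes, Lmx1b, Foxb1, Lhx1, Lhx5, Uncx, and Barhl2) mark brain regions during development. Their mean log2 value followed that of 12 other thalamus and midbrain markers across the 9 mice (Pearson r = 0.93, two-sided exact permutation p = 0.000402, adjusted p = 0.00161 for 4 relations; Spearman's rho 0.87, exact permutation p = 0.00451; r = 0.84 without the 2 mice farthest from the median), and also as deviations from the group means (r = 0.91, exact permutation p = 0.00463, adjusted p = 0.0185; rho 0.97, exact permutation p = 0.00463; r = 0.83 without 2 mice). The mean marker values were 2.19, 0.72, and 1.78 in sham, 0.34, -0.28, and 0.95 in ICH, and 1.14, 1.80, and 0.18 in feb mice. A candidate explanation for these changes is that the dissected tissue held different shares of brain regions, and a response to blood or febuxostat cannot be told apart from it. For Tbr1 and Emx1 the relation to cortex markers was weaker (r = 0.72, exact permutation p = 0.0281, adjusted p = 0.0562; rho 0.67, exact permutation p = 0.0589) and rested on 2 mice (r = 0.40 without them). Within groups it was r = 0.63 (exact permutation p = 0.0602, adjusted p = 0.0802; rho 0.70, exact permutation p = 0.0741; r = 0.47 without 2 mice), which leaves the question open for the rise after ICH. Between feb and ICH the cortex markers differed by -0.15, with overlap, while Tbr1 fell by 1.48 and Emx1 by 1.01. Without ICH replicate 2 the markers differed by 0.10. They were higher in feb than in sham mice by 0.90, without overlap, where Tbr1 differed by 0.35 and Emx1 by 0.37, with overlap. These values argue against a different share of cortex as the whole cause of the fall of Tbr1 and Emx1. Single markers moved in both directions between feb and ICH (Slc17a7 -0.82, without overlap, and Neurod6 0.61, with overlap). That leaves open whether a different share of cortex has a part in the fall.

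Wisp1 followed 10 meningeal markers among mice of the same group (r = 0.85, exact permutation p = 0.0139, adjusted p = 0.0278; rho 0.93, exact permutation p = 0.00463; r = 0.77 without 2 mice). Across the 9 mice it did so less clearly (r = 0.68, exact permutation p = 0.0509, adjusted p = 0.0679; rho 0.75, exact permutation p = 0.0255; r = 0.41 without 2 mice). Different amounts of meninges in the tissue may therefore contribute to the spread of Wisp1. The meningeal markers differed by 0.14 between ICH and sham, by -0.74 between feb and ICH, and by -0.60 between feb and sham, with overlap in each. Abi3bp followed them neither across mice (r = 0.44, exact permutation p = 0.251, adjusted p = 0.251; rho 0.32, exact permutation p = 0.410; r = -0.25 without 2 mice) nor within groups (r = 0.34, exact permutation p = 0.546, adjusted p = 0.546; rho 0.22, exact permutation p = 0.639; r = 0.38 without 2 mice), with too few mice to exclude a relation.

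Pairs of overlapping or near-identical genes moved together. Gm21887 and Erdr1 had a Pearson correlation of 0.99 (exact permutation p = 5.5e-06, rho 0.98 with exact permutation p = 5e-05, r = 0.97 without 2 mice), which would follow if both names count the same transcript. Glra1 and Gm12236, at 0.997, may share reads over overlapping exons. For Irx3os and Irx3 (0.977, exact permutation p = 1.1e-05, rho 0.95 with exact permutation p = 0.000353, r = 0.95 without 2 mice), shared regulation gives the same result and cannot be told apart.

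Proliferation markers were higher in ICH than in sham mice by 0.54 on the log2 scale, and by 0.19 without ICH replicate 2, so a single mouse may carry most of the difference. Injury markers differed by 0.31 between ICH and sham, with overlap (camera adjusted p = 0.938), and by -0.20 without ICH replicate 2. Their mean log2 values were 1.26, 2.57, and 0.77 in ICH mice and 1.37, 1.08, and 1.21 in sham mice. Only ICH replicate 2, also the ICH mouse with the highest Wnt7b, was above all sham mice. Immediate early genes were higher in all ICH mice than in all sham mice (0.62) and all feb mice (-0.51 for feb against ICH), although camera gave adjusted p = 0.463 for both. Wnt target genes (Axin2, Lef1, and 9 others) differed by -0.04 between feb and ICH, with overlap, and by -0.12 between ICH and sham, where all ICH mice were below all sham mice (camera adjusted p = 0.566). With a pseudocount of 1 or an RPKM of at least 1 the ICH and sham mice overlapped.

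The proteins measured by ELISA and CD31 were looked up as mRNA. The paper reports higher IL-1β, IL-6, and IL-18 after ICH and less with febuxostat. Il18 had an RPKM of 9.19 ± 0.514 (SD, n = 3) in sham, 9.63 ± 0.722 (SD, n = 3) in ICH, and 9.82 ± 0.904 (SD, n = 3) in feb mice, and no difference was detected. Il1b had 0 to 21 reads and Il6 0 to 4 reads per mouse, too few to compare. Pecam1, which encodes CD31, was 4.24 ± 0.223, 4.26 ± 0.242, and 3.26 ± 0.288 (SD, n = 3 each), lower in all feb mice than in all ICH mice with a log2 difference of -0.38 (adjusted p = 0.298 in limma). Xdh, which encodes the target of febuxostat, was 1.12 ± 0.291, 1.93 ± 0.538, and 2.67 ± 1.44 (SD, n = 3 each), with overlap between feb and ICH mice. Between feb and sham mice Xdh met the DEG criteria, with a log2 difference of 1.06 (standard error 0.42, adjusted p = 0.580 in limma) and overlap. In this contrast, which the paper does not report, 461 genes were higher and 178 lower, and 300 higher and 252 lower under equal medians. The 1 gene with an adjusted p under 0.05, Traj29, was named after its values were seen and had at most 1 read in any mouse. The largest rises without overlap between these mice were in Gm22063, Gm24732, Gm23222, Mir302b, and Gm25313, and the largest falls were in Ttr, Mir1191b, Mir670, Mir1963, and Gm44365, all but Ttr with at most 6 reads in any mouse.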
